# Inactivity‐mediated molecular adaptations: Insights from a preclinical model of physical activity reduction

**DOI:** 10.14814/phy2.70140

**Published:** 2024-11-28

**Authors:** Alice Meyer, Nicole Kim, Melissa Nguyen, Monica Misch, Kevin Marmo, Jacob Dowd, Christian Will, Milica Janosevic, Erin J. Stephenson

**Keywords:** physical activity reduction, physical inactivity, skeletal muscle metabolism, skeletal muscle transcriptome

## Abstract

Insufficient physical activity is associated with increased relative risk of cardiometabolic disease and is an independent risk factor for mortality. Experimentally reducing physical activity rapidly induces insulin resistance, impairs glucose handling, and drives metabolic inflexibility. These adaptations manifest during the early stages of physical inactivity, even when energy balance is maintained, suggesting that inactivity‐mediated metabolic reprogramming is an early event that precedes changes in body composition. To identify mechanisms that promote metabolic adaptations associated with physical inactivity, we developed a mouse model of physical activity reduction that permits the study of inactivity in animals prior to the onset of overt changes in body composition. Adult mice were randomized into three groups: an inactive control group (standard rodent housing), an active control group (treadmill running 5 d/week for 6‐weeks), and an activity reduction group (treadmill running for 4‐weeks, followed by 2‐weeks of inactivity). Transcriptional profiling of gastrocnemius muscle identified seven transcripts uniquely altered by physical activity reduction compared to the inactive and active control groups. Most identified transcripts had reported functions linked to bioenergetic adaptation. Future studies will provide deeper characterization of the function(s) of each the identified transcripts while also determining how inactivity affects transcriptional regulation in other tissues.

## 1 INTRODUCTION

Physical inactivity is one of the leading risk factors for mortality, contributing to >7% of all‐cause and cardiovascular deaths annually (Katzmarzyk et al., 2022). The global health burden of physical inactivity is driven by a relationship between physical inactivity and an increased relative risk of developing a suite of noncommunicable diseases such as type‐2 diabetes, coronary heart disease, stroke, dementia, and several types of cancer (Katzmarzyk et al., 2022; Strain et al., 2024). Despite the well‐established benefits of regular physical activity on overall health and well‐being, approximately one third of the adult population and 81% of adolescents globally do not meet the minimum level of physical activity required for health (i.e., 60 min/day of moderate intensity aerobic activities on at least 3 days/week for children and adolescents or 150 min/week of moderate intensity aerobic activity for adults) (Bankoski et al., 2011; Ekelund et al., 2019; Guthold et al., 2020; Henson et al., 2013; Knaeps et al., 2018; Wijndaele et al., 2014; World Health Organization, 2020). In most regions of the world the prevalence of physical inactivity is greatest in girls and women (Guthold et al., 2018, 2020; World Health Organization, 2020), while among adults who are classified as being physically inactive, older adults are disproportionately affected (Strain et al., 2024). Thus, there is a large global population that would benefit from increasing their physical activity levels. Unfortunately, an increasing number of individuals face barriers that prevent them from engaging in exercise for its health benefits (Pedersen et al., 2021), thus the prevalence of physical inactivity (Katzmarzyk et al., 2022; Lee et al., 2012) and inactivity‐related disease (Chew et al., 2023; DALYs & Collaborators, 2017; Lin et al., 2020) continues to increase.

The past two decades has seen a strong push toward characterizing the physiology of physical inactivity to identify how inactivity drives disease (Pinto et al., 2023; Reidy et al., 1985; Sarto et al., 2023). This necessary first step has identified a core suite of metabolic adaptations common across multiple models of physical activity reduction. Step reduction (Bowden Davies et al., 2018; Knudsen et al., 1985; Krogh‐Madsen et al., 1985; McGlory et al., 2018; Reidy et al., 2019; Thyfault & Krogh‐Madsen, 1985) and bedrest (Alibegovic et al., 2009; Bergouignan et al., 2006, 2009; Rudwill et al., 2018; Shur et al., 2022; Stephens et al., 2011; Trim et al., 2023) protocols in humans and wheel lock (Appriou et al., 2019; Company et al., 2013; Kump & Booth, 2005a, 2005b; Laye et al., 2007; Rector et al., 2008; Ruegsegger et al., 2017; Teich et al., 2016) and cage size reduction (Fushiki et al., 1991; Mahmassani et al., 2020; Roemers et al., 2019; Siripoksup et al., 2024) protocols in animals demonstrate that a reduction in physical activity rapidly induces insulin resistance, impairs glucose handling and drives metabolic inflexibility. These early metabolic adaptations manifest even when energy balance is maintained (Rudwill et al., 2018; Trim et al., 2023), suggesting inactivity‐mediated metabolic reprogramming precedes changes in body composition. However, despite a growing interest in understanding the physiology of physical inactivity, knowledge of the molecular mechanisms that facilitate metabolic adaptations caused by physical inactivity remains limited.

The ability to identify mechanisms responsible for inactivity physiology has been limited, in part, by how physical inactivity is modeled in preclinical settings. Most laboratory animals are housed in environments that restrict activity while concurrently providing free and continuous access to food. Such housing conditions are thought to render animals metabolically morbid making them unsuitable for use as physically active control animals when strategies that further reduce physical activity are employed (i.e., cage size reduction or hind limb casting/unloading) (Martin et al., 2010). In contrast, while wheel lock models do address the need for animals to be active prior to initiating activity reduction, voluntary wheel running poses its own limitations, such as not being able to easily control the duration and/or intensity of physical activity animals undertake during the active phase of the protocol.

Acknowledging the utility and limitations of existing animal models of physical activity reduction, we developed a treadmill‐based rodent model of physical activity reduction. The protocol involves an initial active phase where exercise intensity, duration, and time of day can be tightly controlled, followed by an inactive phase that reduces physical activity without shrinking home cage size or inhibiting hindlimb mobility. Alongside both inactive and active control animals, this manuscript describes this new model of physical activity reduction and reports the transcriptional changes uniquely caused by physical activity reduction in skeletal muscle. We hypothesized that physical activity reduction would cause a unique transcriptional response compared to both active and inactive control animals and that the differentially expressed transcripts associated with physical activity reduction would have functions linked to metabolism.

## 2 MATERIALS AND METHODS

### 2.1 Animals, housing, and diet

Female and male C57BL/6NJ mice (strain #005304) were purchased from The Jackson Laboratory at 9 weeks‐of age ± 3 days. Mice were studied during early adulthood to limit any potentially confounding interactions between physical activity levels and growth and sexual maturation in younger mice, while also limiting any effects of aging on physical activity and other metabolic parameters previously reported to be altered in middle aged or older adult mice (Quintanilha et al., 2021; Slemenda et al., 1994). Upon arrival at the Midwestern University Animal Facility, mice were housed in a temperature‐ and humidity‐controlled environment (22.2°C, 40% relative humidity) in 7.5′W × 11.5′L × 5′H cages (Ancare #N10) containing corn cob bedding and standardized enrichment (i.e., a plastic tunnel and an iso‐BLOX square). Animals were maintained on a 12:12 h light: dark photoperiod cycle and unless otherwise specified, mice had free access to food (Teklad Global #2918; 24% kCal from protein, 18% kCal from fat, 58% kCal from carbohydrate, 3.1 kCal/g) and autoclaved tap water at all times. Throughout the study period, mice were weighed twice weekly using a precision balance under dynamic weighing conditions (Mettler Toledo #MS1602TS). The Midwestern University Institutional Animal Care and Use Committee approved all animal procedures in advance of the study (protocol #3180).

### 2.2 Treadmill setup and acclimation procedure

All treadmill exercise was conducted on a 5‐Lane Touchscreen Convertible Treadmill (Panlab Harvard Apparatus #76–0896) set at a 15° incline. Mice were initially acclimated to the treadmill by placing them on the stationary belt for ~5 min, after which time the belt was started at a speed of 6 m/min. Belt speed was progressively increased in increments of 0.6 m/min every minute until mice were running at a speed of 10 m/min, which they maintained for 5 min before being returned to their home cages. This acclimation protocol was repeated up to three times (separate days for each occurrence).

### 2.3 Physical activity reduction protocol

Ten‐week‐old mice were randomized into one of three groups (Figure 1a). One group remained inactive (i.e., typical shoe‐box style housing with standard enrichment; inactive control group). A second group completed daily treadmill running sessions 5 d/week for 6 weeks (active control group), and a third group completed daily treadmill training 5 d/week for 4 weeks followed by 2 weeks of inactivity (activity reduction group). Each training session involved a 10‐min warm up period (5 min at 6 m/min, then 5 min at 10 m/min), followed by up to 30 min at ~70% of maximal running speed (predetermined during the prior graded maximal running test, described below; Figure 1b). Duration spent running at 70% of maximal running speed was progressively increased from an initial 15–30 min during the first 3 weeks of the training program and remained at 30 min/d thereafter (for a total of 40 min running per training session; Figure 1c). To promote training adaptations, running speed was increased by 5% after the first 2 weeks of training. After 4 weeks, graded maximal running tests were repeated and training speed was adjusted to 70% of the new maximal running speed. All training sessions were conducted between ZT 8–10 h. When necessary, mice were encouraged to run using vocal cues, bursts of compressed air, and/or use of a physical probe to gently tap their hindquarters.

**FIGURE 1:**
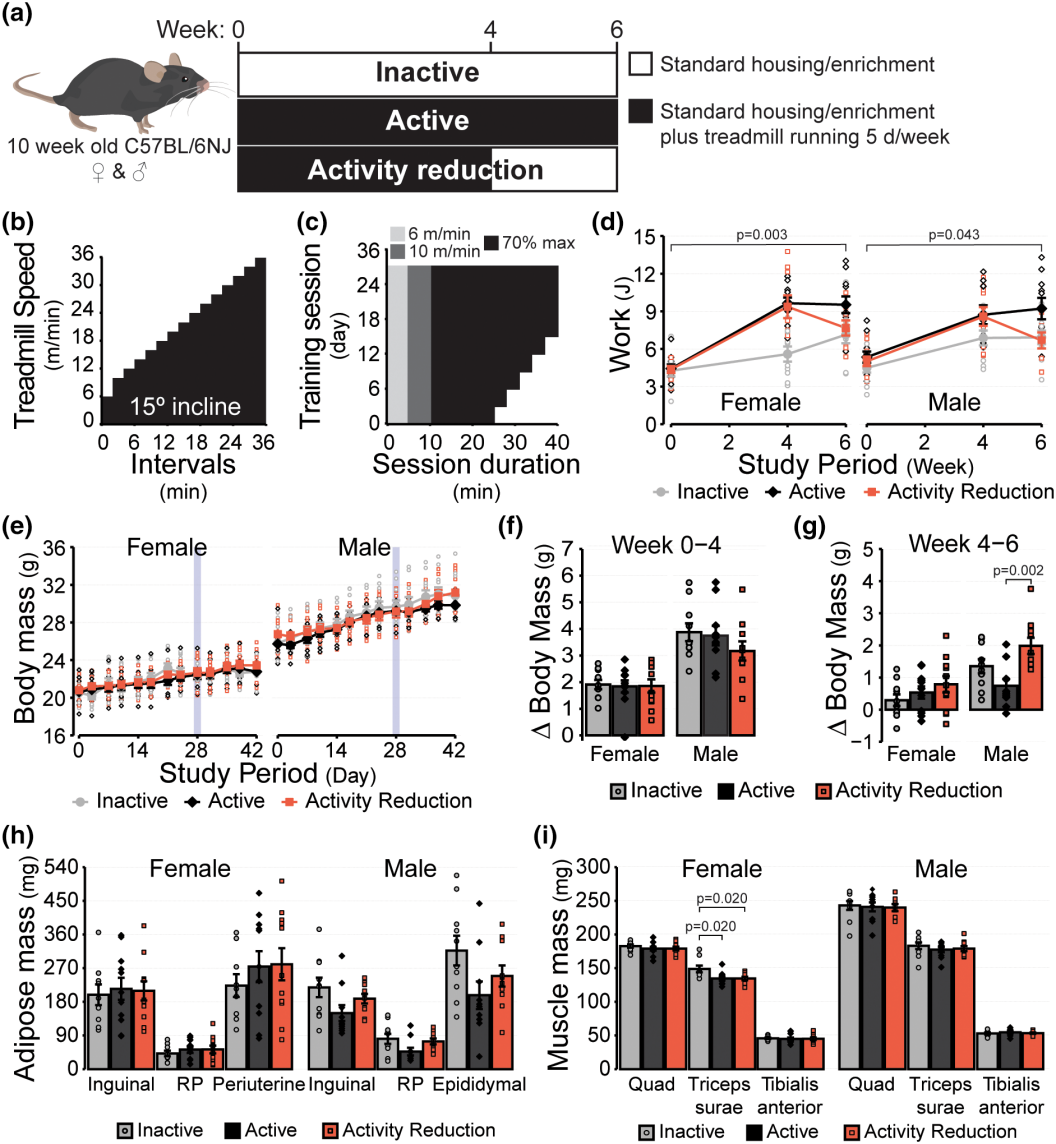
Activity reduction model. (a) Experimental design overview. (b) Overview of the graded maximal running test protocol, which was used to determine training speeds and verify performance adaptations at each stage of the study. (c) Overview of the treadmill training protocol. Training sessions occurred 5 d/week with two consecutive days of rest following every five consecutive days of training. (d) Work (J) calculated for individual mice after each of the graded maximal running tests. (e) Body mass of mice across the period of study. (f) Change in body mass between the start of the study and the end of the fourth week and (g) between the fourth week and the end of the study. (h) Mass of the inguinal, retroperitoneal (RP) and gonadal (periuterine and epididymal) adipose depots at the end of the study. (i) Mass of the quadriceps complex (Quad), triceps surae complex, and tibialis anterior skeletal muscle at the end of the study. Values reported are the mean ± standard error with individual values overlaid for *n* = 30 female (*n* = 10 Inactive, *n* = 11 Active, *n* = 9 Activity Reduction) and *n* = 30 male mice (*n* = 10 Inactive, *n* = 10 Active, *n* = 10 Activity Reduction). Data displayed in panels d and e were compared using linear mixed models with likelihood ratio tests. Data displayed in panels f‐h were compared using one‐way ANOVA with Tukey tests. Data in panel I was either compared by one‐way ANOVA (female quadriceps, male triceps surae, male tibialis anterior), or Kruskal‐Wallis tests with Dunn tests and Benjamini and Hochberg corrections (female triceps surae, female tibialis anterior, male quadriceps). Inactive group = light gray circles/bars, Active group = dark gray diamonds/bars, Activity Reduction group = red squares/bars.

### 2.4 Graded maximal running tests

Maximal running capacity was assessed at the beginning, after 4 weeks, and end of the study using graded maximal running tests. Mice were placed onto a stationary treadmill for up to 5 min after which the belt was started at a speed of 6 m/min. Mice maintained this speed for 2 min at which point the speed increased an additional 2 m/min every 2 min until mice reached exhaustion. Exhaustion was defined as the point when a mouse could no longer maintain a running pace that matched the speed of the treadmill and/or they refused to continue running despite gentle encouragement from the person(s) administering the test (as described above). Maximal speed, running distance, and running time were recorded. Work during each stage of the test was calculated and summed to determine the total work performed during each test. Work was calculated as: Work J = Force [Body mass kg × 9.18 N] × Vertical Distance [Speed m/sec × Incline (fractional grade) × Time sec].

### 2.5 Food intake

During the fifth week (i.e., after >1 week of inactivity for the activity reduction group), food intake of individual mice was determined. To facilitate measurement of food intake, mice were moved in pairs into 7.625 W” × 15.01” L × 5.13” H cages (Allentown #223581–4) with duel external bottle cage tops (Allentown #228843–1), stainless steel half pocket wire feeders (Allentown #314677) retrofitted with stainless steel dividers, and perforated plastic central dividers that physically separated mice and their food and water access points from one another while retaining many of the social aspects of group housing (Allentown #224520–1). Mice were provided with known amounts of food from which daily consumption was calculated based on the weight of food remaining on subsequent days. Food remaining included the chow pellets retained in the wire feeder basket and, where present, chow pellets and any obvious crumbs recovered from the cage bedding. Energy intake was calculated by multiplying the grams of food eaten by the energy density of the diet (3.1 kCal/g).

### 2.6 Bomb calorimetry

Stool was collected from cages following the final day of food intake monitoring and stored at −80°C. To prepare samples for calorimetry, stool was dried at 70°C in an oven overnight before being pressed into a single pellet of at least 25 mg using a pellet press. For each sample a 10 cm wire fuse was coiled, placed above the stool pellet and connected to the terminals of the calorimeter (6725 Semimicro Calorimeter, Parr). The bomb chamber was then filled with O_2_ to a pressure of 35 atm and stool pellets were combusted. Energy released during combustion was recorded.

### 2.7 Tissue collection

Mice were allowed to recover for 48–72 h following the final maximal running test after which they were fasted for 4–6 h starting at the beginning of the light photoperiod. Mice were anesthetized with isoflurane and blood was collected from the retroorbital sinus using a heparinized capillary and placed immediately on ice. Fasting blood glucose concentrations were measured using a hand‐held glucometer (Contour next ONE). Vaginal lavage with sterile PBS was performed on female mice to collect cells for microscopic identification and subsequent determination of estrous stage (McLean et al., 2012). Following blood collection, anesthetized mice were euthanized by cervical dislocation and tissues rapidly dissected. Right hindlimb muscles were immediately dissected out whole and freeze clamped between stainless steel paddles precooled in liquid nitrogen. Right hindlimb muscles (tibialis anterior and the quadriceps and triceps surae complexes) were carefully dissected out whole and weighed. The left inguinal, gonadal (periuterine or epididymal), and retroperitoneal adipose depots were carefully dissected out and weighed as indices of adiposity.

### 2.8 Insulin ELISA and HOMA‐IR

Fasting blood collected from the retroorbital sinus was allowed to rest on ice for at least 30 min before being centrifuged at 1000 RCF for 20 min at 4°C. Following separation of plasma from the cellular blood components, the plasma was moved into fresh tubes, snap frozen, and then stored at −80°C. Frozen plasma was thawed over ice and an ELISA was performed on samples and known standards in triplicate according to the manufacturer's instructions for a wide‐range assay (Crystal Chem #90080). Absorbance was read at 450 nm with background correction for absorbance at 630 nm (Spectramax iD5, Molecular Devices). Fasting plasma insulin concentrations and fasting blood glucose concentrations were used to calculate the Homeostasis Model Assessment of Insulin Resistance (HOMA‐IR) using the equation: HOMA‐IR = [fasting insulin (μU/mL) × fasting glucose (mmol/L)]/22.5.

### 2.9 Glycogen determination in skeletal muscle

The quadriceps muscle complex was powdered while frozen using a liquid nitrogen cooled mortar and pestle. Samples were placed in screw cap vials containing 30% KOH and boiled at 95°C for 30 min with occasional mixing. Samples were then cooled, and 1 M sodium sulfate and 100% ethanol were added. Samples were boiled again for 5 min before being centrifuged at 13,000 RCF for 5 min at room temperature. After discarding the supernatant, any residual glucose remaining on the glycogen pellet was washed away by resuspending the pellet in water, adding ethanol, and centrifuging the tubes to re‐pellet the glycogen. The wash step was repeated three times. Glycogen pellets were allowed to dry at room temperature before being digested overnight at 37°C in 0.3 mg/mL amyloglucosidase prepared in 50 mM sodium acetate, pH 4.8. The next morning, the amount of glucose derived from glycogen was quantified using a commercial glucose kit (Glucose Autokit, Wako diagnostics).

### 2.10 RNA isolation

RNA was extracted from the entire medial belly of the gastrocnemius muscles. The distribution of fiber types in the mouse gastrocnemius muscle (as determined by myosin‐ATPase activity) has previously been described as 5.7%–7.6% type‐I, 18.1%–22.7% type‐IIA, 21.7%–51.5% type‐IID/X, and 18.2%–54.4% type IIB fibers (Augusto et al., 2004; Manttari & Jarvilehto, 2005). Muscles underwent bead homogenization in Trizol. Chloroform was then added to each tube and homogenates were mixed and centrifuged at 4°C to separate the RNA from DNA and protein. RNA was collected from the upper phase and column purified using a commercial kit (PureLink RNA mini kit). RNA concentrations and quality were estimated spectrophotometrically (NanoDrop, ThermoFisher Scientific). RNA quality was determined by denaturing agarose gel electrophoresis (Aranda et al., 2012).

### 2.11 cDNA library prep and transcriptomics

Aliquots of RNA were sent for commercial sequencing (Azenta). Briefly, RNA integrity was verified by TapeStation (RIN range 8.8–9.8). RNA then underwent Poly(A) selection and cDNA libraries were prepared. Paired end bulk RNA seq was performed (Illumina). Data processing and analysis was completed in house as follows: FASTQ files were imported into Galaxy (The Galaxy Community, 2024) and sequencing data were trimmed (fastp [Chen et al., 2018]), aligned to genome assembly GRCm39 (RNA STAR [Dobin et al., 2012]), and reads mapped (featureCounts [Liao et al., 2013]). Count normalization and differential expression analysis was performed using DESeq2 (Love et al., 2014) in R. Transcripts were considered differentially expressed when FDR<0.05 and the fold change was >0.25 in either direction. Gene Set Enrichment Analysis (GSEA) was also performed (fgsea (Sergushichev, 2016)) using the Gene Ontology Biological Processes reference gene set which was downloaded from Molecular Signatures Database (Castanza et al., 2023; Liberzon et al., 2011; Subramanian et al., 2005). Enrichment of gene sets is reported where FDR <0.25.

### 2.12 Statistics

Time course data were analyzed by linear mixed models with likelihood ratio tests and (if applicable) inclusion of fixed factors in the models (see figure legends for details specific to each case), followed by pairwise comparisons using the estimated marginal means to identify differences between individual groups. Single observation data were assessed for homoskedasticity using Levene tests and for normality using Shapiro–Wilk tests. Data that met parametric assumptions were analyzed by either one‐way ANOVA with post hoc Tukey tests or ANCOVA. Nonparametric data were analyzed using Kruskal‐Wallis tests with post hoc Dunn tests. Data wrangling, statistical analyses, and data visualization were performed using R v4.4.1 in R Studio build 764 using the following packages: tidyverse v2.0.0 (Wickham et al., 2019), car v3.1–2 (Fox & Weisberg, 2019), rcompanion v2.4.36 (Mangiafico, 2024), rstatix v0.7.2 (Kassambara, 2023), lme4 v1.1–35.5 (Bates et al., 2015), and emmeans v1.10.4 (Lenth et al., 2024).

## 3 RESULTS

### 3.1 Running capacity

To ensure that the treadmill training protocol was sufficient to induce a training effect, graded maximal running tests were performed at 0‐, 4‐, and 6‐weeks and the amount of work performed during each test was determined (Figure 1d). Group effects were identified for both female (*p* = 0.003) and male mice (*p* = 0.043), with mice in the Active groups performing more overall work than mice in the Inactive groups (*p* = 0.003 for female and *p* = 0.044 for male mice). In contrast, work performed by the Activity Reduction groups was not different from that of the Active (*p* = 0.491 for female and *p* = 0.305 for male mice) or Inactive groups (*p* = 0.078 for female and *p* = 0.578 for male mice). These findings indicate that not only was the training protocol sufficient to improve performance in both female and male mice, but also that 2 weeks of inactivity following a four‐week training period was sufficient for reversing the effects of regular physical activity on performance.

### 3.2 Body mass

One goal in developing this model of activity reduction was to make sure data were collected after a period of reduced activity sufficient to ensure the effects being measured weren't simply the recovery response to the last exercise bout, but also not so long as to be confounded by significant body mass gains. To this end, a two‐week period of inactivity was chosen for the Activity Reduction groups and body mass was closely tracked throughout the study. Over the duration of the study, no differences in body mass were observed between groups for either sex (Figure 1e; *p* = 0.895 for female and *p* = 0.505 for male mice). Active male mice tended to weigh less than either the Inactive (−4.5%) or Activity Reduction (−4.3%) groups at the end of 6‐weeks, although this effect did not meet a priori assumptions for statistical significance (*p* = 0.220). The amount of body mass gained after the first 4 weeks also did not differ between groups for either sex (Figure 1f; *p* = 0.974 for female and *p* = 0.335 for male mice). However, between the fourth and sixth weeks, body mass gained by male mice was different between groups (Figure 1g, *p* = 0.003), with male mice in the Activity Reduction group having gained 167.5% more body mass than the Active group during this period (*p* = 0.002). The Inactive males also gained 82.1% more body mass than the Active males; however, this did not meet the a priori threshold for statistical significance (*p* = 0.165). Similarly, although the Activity Reduction males gained 46.9% more body mass than the Inactive males, this difference did not meet requirements for statistical significance either (*p* = 0.143). No differences were detected between groups for body mass gained between weeks four and six for female mice (*p* = 0.276). Together, these data indicate that although 2 weeks of activity reduction does not lead to a meaningful body mass divergence overall, activity reduction does rapidly reverse the effects of being physically active on suppressing body mass gains in male mice.

### 3.3 Adipose and skeletal muscle mass

Increases in adiposity and decreases in lean mass have been widely reported to occur in response to physical activity reduction (Company et al., 2013; Kump & Booth, 2005a; Laye et al., 2007; Roemers et al., 2019; Trim et al., 2023). Given these reports and the observation that male mice in the Activity Reduction group experienced catch up weight gain during the two‐week inactive phase of the study, we sought to determine whether the Activity Reduction protocol led to changes in the mass of a selection of adipose tissue depots and hind limb skeletal muscles (Figure 1h). For female mice, no differences were observed between groups for the mass of the inguinal, retroperitoneal, or periuterine adipose depots (*p* = 0.744, *p* = 0.481, and *p* = 0.365, respectively). For male mice, the Active group had less adipose mass in their inguinal, retroperitoneal, and epididymal depots when compared to males in the Inactive (−31.4%, −42.0%, and − 37.7%, respectively) and Activity Reduction groups (−20.4%, −36.6%, −20.6%, respectively). However, criteria for statistical significance were not quite met for any of the measured depots (*p* = 0.082, *p* = 0.077, and *p* = 0.074, respectively). Since both body mass and the mass of the individual adipose depots were highly variable within individual groups, this comparison was repeated with inclusion of body mass at the time of tissue collection as a covariate in a secondary analysis of the male mice. However, even with body mass included as a covariate, no statistically significant differences were detected between groups for either the inguinal, retroperitoneal, or epididymal depots (*p* = 0.112, *p* = 0.140, and *p* = 0.094, respectively). In both female and male mice, no differences between groups were observed for the mass of the quadriceps complex (*p* = 0.256 and *p* = 0.935, respectively) or the tibialis anterior muscle (*p* = 0.776 and *p* = 0.678). The triceps surae complex was also similar in mass across groups for male mice (*p* = 0.612); however, in female mice that were Active and those that underwent Activity Reduction, the triceps surae complex weighed less than that of the females in the Inactive group (12.9%, *p* = 0.020 and 12.9%, *p* = 0.020, respectively). Although limited by the adipose depots and hindlimb muscles chosen for comparison, and a lack of statistical power given the amount of variability within groups for the adipose depots, these data suggest that two‐weeks of Activity Reduction may alter body composition in a sexually dimorphic and tissue‐specific manner.

### 3.4 Energy intake and absorption

Following the observation that male mice experienced catch up body mass gains during the two‐week activity reduction period, we sought to determine whether any differences in body mass might be associated with changes in energy intake (Figure 2a) or energy absorption from the diet (Figure 2b). A group effect for energy intake was observed in female mice (*p* = 0.034), but not male mice (*p* = 0.876). Female mice in the Activity Reduction group consumed 32.6% more energy per day than females in the Inactive group (*p* = 0.028). Female mice in the Active group also had 21.5% greater daily energy intake than those in the Inactive group; however, this did not meet a priori criteria for statistical significance (*p* = 0.186). No differences in energy intake were observed between female mice in the Active and Activity Reduction groups (*p* = 0.618). The energy excreted in the stool was also measured as a surrogate measure of energy absorption from the diet (Figure 2b). No differences were observed between groups in either female (*p* = 0.941) or male mice (*p* = 0.438), suggesting that activity reduction had little effect on energy absorption. These findings suggest that in female but not male mice, being active likely regulates energy intake, an effect that persists into the first 2 weeks of activity reduction. Considering these observations alongside the earlier finding that activity reduction did not lead to differences in body mass or energy absorption in female mice, it's tempting to extrapolate these results to suggest that energy expenditure was likely greater in female mice in the Active and Activity Reduction groups compared to the Inactive group. In contrast, given that male mice in the Activity Reduction group were experiencing catch up weight gain during the period where energy intake and absorption were measured, and the observation that male mice across all three groups consumed and absorbed similar amounts of energy, we predict that male mice in the Activity Reduction group would have reduced energy expenditure compared to the Active and Inactive groups. Unfortunately, the experimental design used in this study does not allow for the accurate measurement of daily energy expenditure using indirect calorimetry. Thus, future studies using this model of activity reduction will need to consider alternative approaches to tease out the effects of activity reduction on energy expenditure and determine the if there are any sex‐specific responses.

**FIGURE 2:**
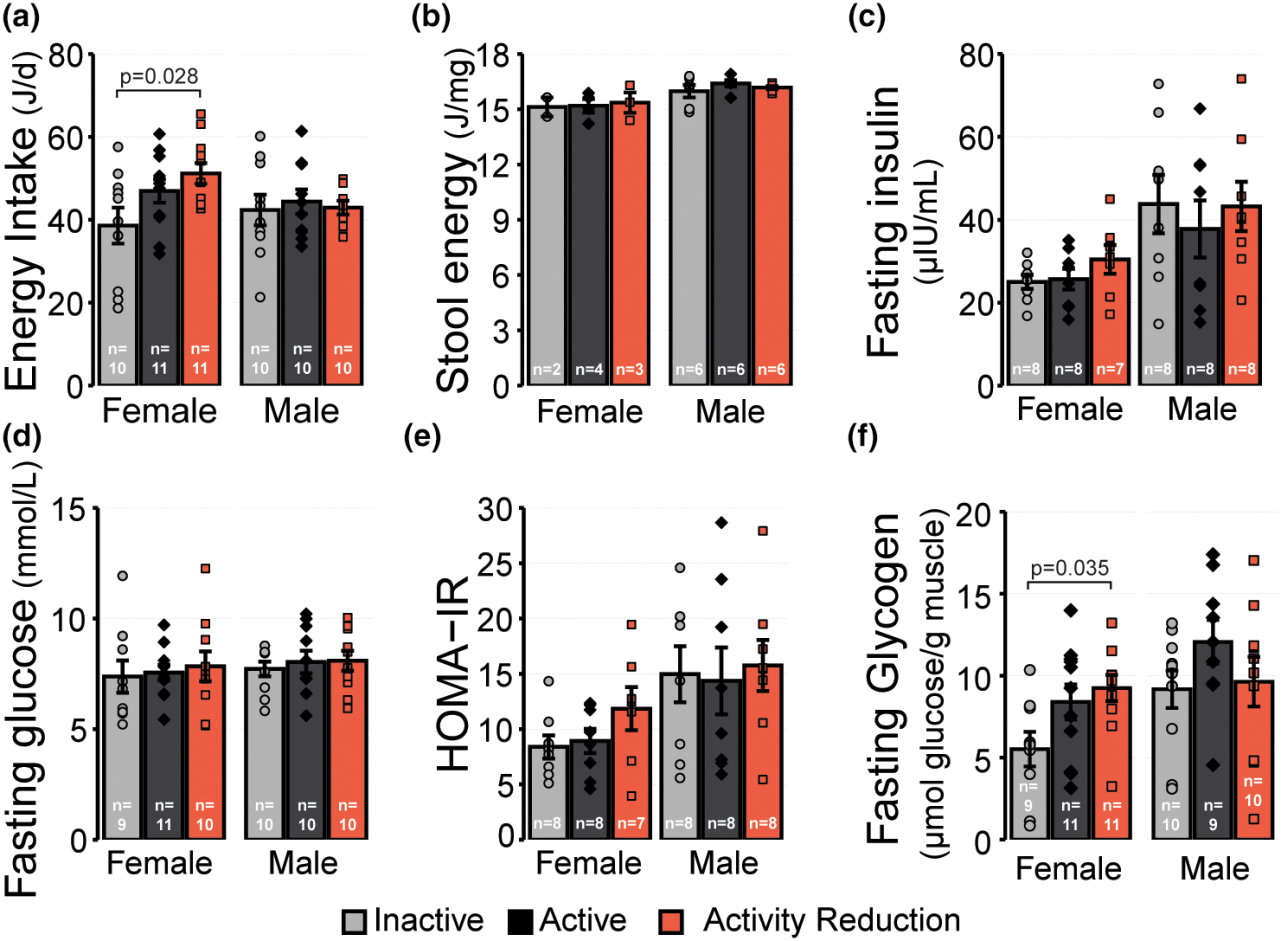
Effect of activity reduction on energy intake, glucose homeostasis and muscle glycogen stores. (a) Average daily energy intake from food in the final week of the study period. (b) Energy content of stool. (c) Fasting plasma insulin and (d) blood glucose concentrations, and (e) HOMA‐IR. (f) Glycogen content of the quadriceps muscles. Values reported are the mean ± standard error with individual values overlaid. Data displayed were compared using one‐way ANOVA with Tukey tests where appropriate. The number of biological replicates in each experiment is indicated on each individual panel. Inactive group = light gray circles/bars, Active group = dark gray diamonds/bars, Activity Reduction group = red squares/bars.

### 3.5 Fasting insulin, glucose, and HOMA‐IR

To determine whether two‐weeks of activity reduction was sufficient to induce hyperinsulinemia, hyperglycemia, insulin resistance, or other disruptions in glucose homeostasis that have been previously reported in other models of activity reduction (Alibegovic et al., 2009; Appriou et al., 2019; Bergouignan et al., 2009; Bowden Davies et al., 2018; Eggelbusch et al., 2024; Fushiki et al., 1991; Knudsen et al., 1985; Krogh‐Madsen et al., 1985; McGlory et al., 2018; Reidy et al., 2019; Rudwill et al., 2018; Shur et al., 2022; Siripoksup et al., 2024; Stephens et al., 2011; Trim et al., 2023), we measured fasting plasma insulin (Figure 3c), fasting blood glucose concentrations (Figure 3d), and calculated the HOMA‐IR index (Figure 3e). In both female and male mice, neither fasting insulin concentrations (*p* = 0.304 and *p* = 0.782, respectively) nor fasting glucose concentrations were different between groups (*p* = 0.860 and *p* = 0.808, respectively). HOMA‐IR was also not different in male mice (*p* = 0.932); however, there was a tendency for HOMA‐IR to be greater in female mice in the Activity Reduction group compared to the Active (32.8%) and Inactive groups (41.2%), although this did not meet the a priori threshold for statistical significance (*p* = 0.197). These findings suggest that 2 weeks of activity reduction was not sufficient to induce overt disruptions in systemic glucose homeostasis, at least not when animals are in a fasted state.

**FIGURE 3:**
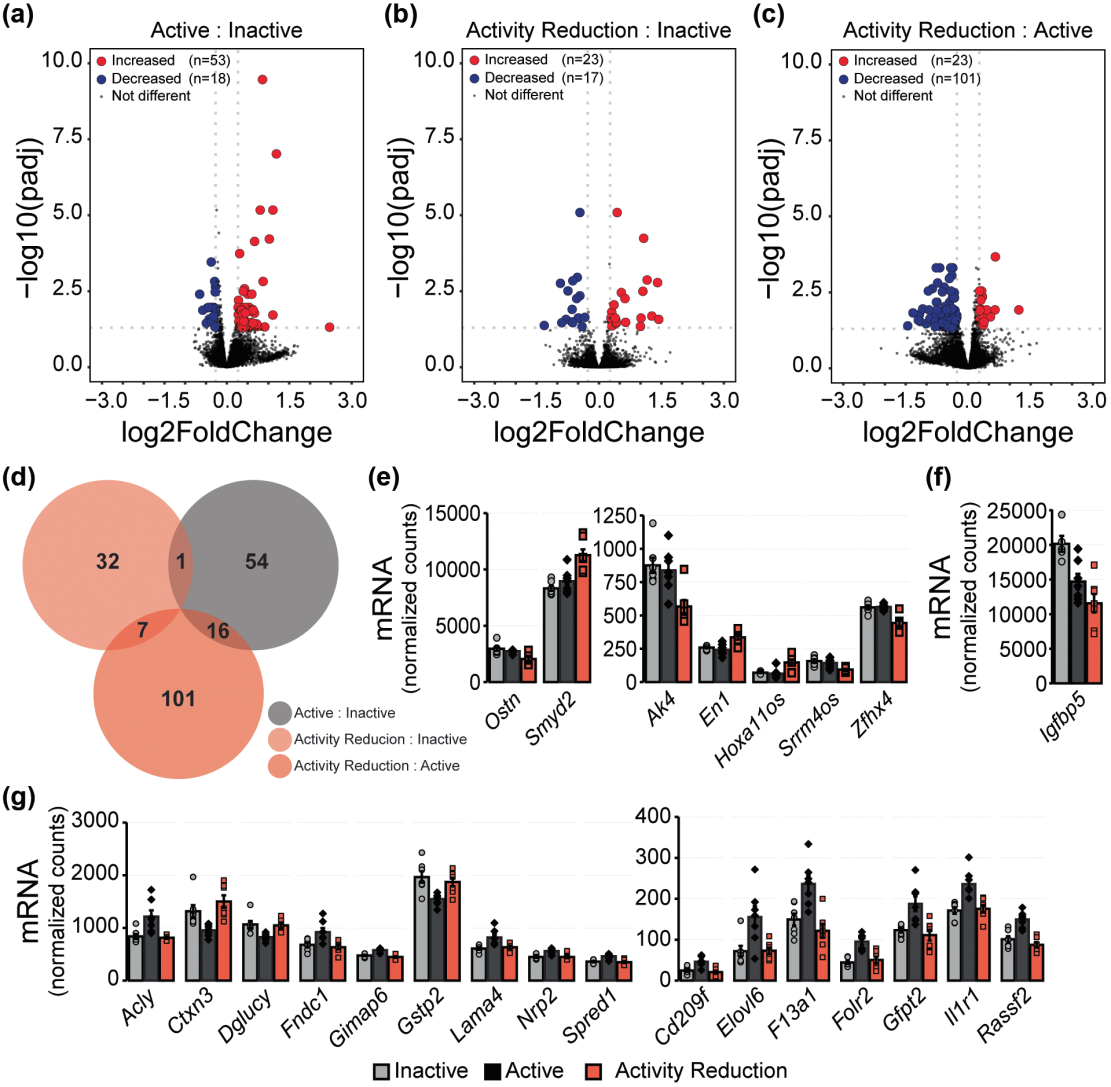
Effect of activity reduction on the skeletal muscle (gastrocnemius) transcriptome. Volcano plots demonstrate the number of up‐ and down‐regulated transcripts in (a) the Active compared to Inactive group, (b) the Activity Reduction compared to Inactive group, and (c) the Activity Reduction compared to Active group. Transcripts were considered differentially expressed when *q* < 0.05 and expression change was greater than or equal to 20% in either direction compared to the Inactive (a and b) or Active (c) groups. Blue = differentially expressed transcripts with reduced expression, red = differentially expressed transcripts with increased expression, gray = transcripts that are either not differentially expressed or are differentially expressed but do not meet the 20% threshold. (d) Venn diagram showing the overlapping and uniquely expressed transcripts in the Active versus Inactive group (gray), the Activity Reduction versus Inactive group (light red), and the Activity Reduction versus Active group (dark red). (e) Expression of transcripts uniquely changed by Activity Reduction compared to both the Inactive and Active groups. (f) *Igfbp5* expression is decreased in both the Active and Activity Reduction groups compared to the Inactive group. (g) Expression of transcripts uniquely changed by Activity compared to the Inactive and Activity Reduction groups. Values reported are the mean ± standard error with individual values overlaid for *n* = 21 female mice (*n* = 7 Inactive, *n* = 7 Active, *n* = 7 Activity Reduction). For panels e‐g, Inactive group = light gray circles/bars, Active group = dark gray diamonds/bars. Activity Reduction group = red squares/bars.

### 3.6 Muscle glycogen concentrations

Since skeletal muscle is a major organ of glucose uptake and storage in the form of glycogen, and a recent study indicated that bed rest in humans leads to increased muscle glycogen storage (Eggelbusch et al., 2024), we sought to determine whether activity reduction in mice also led to changes in the concentration of glycogen in the quadriceps muscle complex (Figure 3f). A group effect for muscle glycogen concentrations was observed for female mice (*p* = 0.037), which was explained by female mice in the Activity Reduction group having 67.6% more muscle glycogen than female mice in the Inactive group (*p* = 0.035). Muscle glycogen concentrations in the Active group were 52.7% greater than those of the Inactive group, but this difference did not meet a priori assumptions for statistical significance (*p* = 0.124). In contrast, although there was a tendency for male mice in the Active group to have greater muscle glycogen concentrations than those in the Inactive (31.5%) or Activity Reduction groups (25.2%), no group effect was detected (*p* = 0.292). These findings indicate that 2 weeks of physical activity reduction results in sexually dimorphic responses to muscle glycogen concentrations.

### 3.7 Transcriptional adaptations to activity reduction in skeletal muscle

A major goal of this study was to perform transcriptional profiling in tissues from mice that underwent activity reduction in the hopes of identifying transcripts uniquely changed in response to activity reduction compared to both active and chronically inactive control groups. 

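RNA from the medial belly of the gastrocnemius of 21 female mice, 7 in each group, was sequenced after poly(A) selection, with 1 library per mouse. Mice of the Active group had trained on the treadmill for 6 weeks, mice of the Activity Reduction group had trained for 4 weeks and then stopped for 2 weeks, and mice of the Inactive group had not trained. The authors trimmed the reads with fastp, aligned them to GRCm39 with RNA STAR and counted them on genes with featureCounts, and the deposited values are the counts of reads on each of 40853 genes in each library, without normalization. Another deposited table, named for normalized counts, held the same 857913 values, so normalized counts were computed again by dividing the raw counts by DESeq2's size factors over the 21 libraries. Between 38482455 and 59785132 reads per library were counted on genes. The median was 53278181 in the Inactive group, 46532461 in the Active group and 49829192 in the Activity Reduction group, and every Active library held fewer counts than every Inactive library. Xist was counted in every library, with between 6506 and 10267 counts. Differential expression was tested in 1 edgeR quasi-likelihood model of the 21 libraries, after TMM normalization, for the 16129 genes that passed edgeR's filter on low counts. A transcript was counted as differentially expressed when its Benjamini-Hochberg adjusted p-value was under 0.05 and its log2 fold change was over 0.25 in either direction. The paper's methods give these values but name no scale for the fold change. DESeq2, which the authors used, was run as an alternative.
Transcripts of 24 genes that are mainly expressed in the liver divided the libraries into 8 that held more of them and 13 that held fewer. Their median for Alb, which encodes albumin, was 784 CPM (counts scaled to the library total) in the 8 libraries and 118 CPM in the other 13. The 8 libraries were replicates 1 to 5 of the Active group, replicates 1 and 2 of the Activity Reduction group and replicate 1 of the Inactive group (Fisher's exact test of the group by this division, two-sided, p = 0.140). The first principal component held 28.5% of the variance between libraries. Of its variation, 91.5% lay between these 8 and 13 libraries and 20.3% lay between the 3 groups. Differences between groups are given for all libraries and again within this division, where the 13 libraries held 6 Inactive, 2 Active and 5 Activity Reduction mice.

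**Figure D1:**
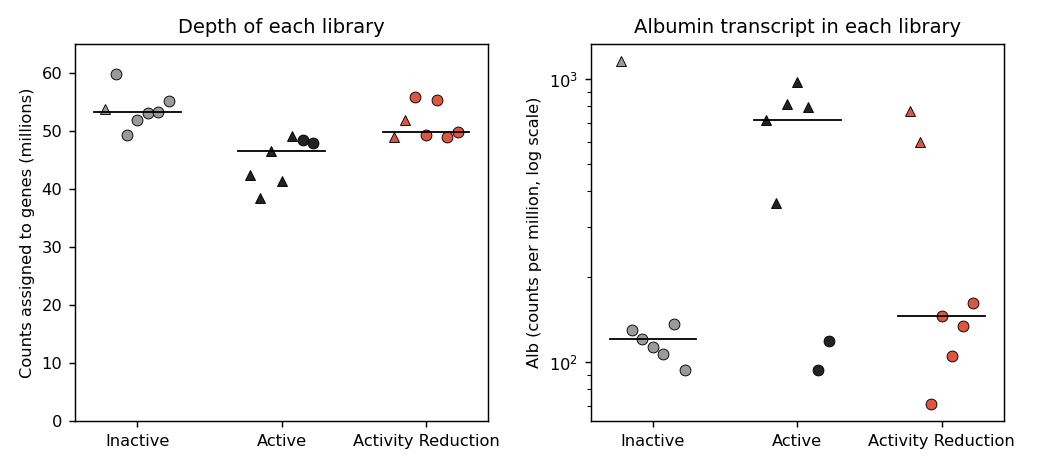
Counts assigned to genes in each library (left) and CPM of Alb on a log scale (right), for the 7 mice of each group in the order of their replicate numbers. Triangles are the 8 libraries with more liver transcripts, circles are the other 13, and lines are group medians; the triangles lie between 365 and 1155 CPM of Alb and the circles between 71.1 and 161 CPM.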

Bulk RNAseq was performed on RNA isolated from the medial belly of the gastrocnemius muscles from female mice (Figure 3). 

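In the comparison of the Active group with the Inactive group, 0 transcripts passed the thresholds, and the smallest adjusted p-value was 0.159 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05, 1754 transcripts differed, 997 with higher and 757 with lower expression in the Active group, where chance alone would give 806. In the comparison of the Activity Reduction group with the Inactive group, 2 transcripts passed, Smyd2 and Kcnj11, both with higher expression and both with an adjusted p-value of 0.0355 from the same edgeR test. At an unadjusted p-value under 0.05, 1247 transcripts differed, 676 with higher and 571 with lower expression in the Activity Reduction group. Among the alternatives that change 1 choice, the choice of tool moved these counts most. With DESeq2 in place of edgeR on the 3 groups, 57 transcripts were differentially expressed in the first comparison, 40 higher and 17 lower, and 23 in the other, 14 higher and 9 lower. With DESeq2 fitted on only the 14 libraries of the 2 groups compared, a setting added after the data were seen, there were 75 and 44. Of these 75 transcripts, 4 were among the 739 that differed between the libraries with more and fewer liver transcripts, and 11 remained differentially expressed when that division was added as a covariate. Of the 44 transcripts, 0 were among the 739, and 33 remained differentially expressed with the covariate. All 75 and all 44 kept their direction with the covariate.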

The Active group had 71 differentially expressed transcripts compared to the Inactive group (Figure 3a), whereas the Activity Reduction group had 40 differentially expressed transcripts compared to the Inactive group (Figure 3b). 

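Between the Activity Reduction and Active groups, 0 transcripts passed the thresholds with edgeR. Gimap6 was among the transcripts that tied for the smallest adjusted p-value, 0.0531 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05, 2149 transcripts differed, 1111 with higher and 1038 with lower expression in the Activity Reduction group. DESeq2 on the 3 groups gave 117 differentially expressed transcripts, 27 higher and 90 lower, and DESeq2 on only these 2 groups gave 132, 28 higher and 104 lower. With the liver division as a covariate in the latter fit, 47 of the 132 remained differentially expressed and all 132 kept their direction.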

Compared to the Active group, the Activity Reduction group had 124 differentially expressed transcripts (Figure 3c). After identifying the differentially expressed transcripts in each comparison, differentially expressed transcripts that either overlapped between or were unique to each comparison were determined (Figure 3d). 

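With the edgeR lists, 0 transcripts were shared by any 2 of the 3 comparisons. With the DESeq2 lists from the 3 groups, 7 transcripts were differentially expressed in both Activity Reduction comparisons and not between the Active and Inactive groups. Of these, Smyd2, Ostn, Ak4 and Zfhx4 are among the transcripts of Figure 3e, and the other 3, named here after their values were seen, were Grk3, Pak1 and Tbx1. These lists shared 0 transcripts between the comparisons with the Inactive group and 14 between the comparisons with the Active group, of which 11 are in Figure 3g. With the lists from DESeq2 on the 2 groups compared, the transcripts shared by both Activity Reduction comparisons were the 7 of Figure 3e. Igfbp5 and Exoc7 were shared by both comparisons with the Inactive group. The comparisons with the Active group shared 19, which were the 16 transcripts of Figure 3g with Cygb, Itga6 and Stab1. The threshold of the legend of Figure 3, a change of at least 20% in expression, removed Exoc7, Cygb, Itga6 and Stab1 from these lists when taken as a ratio of at least 1.2 or at most 0.8. Taken on the log2 scale, it removed only Exoc7. With the liver division as a covariate, 6 transcripts were shared by both Activity Reduction comparisons, 4 of them in Figure 3e. Exoc7 was then the only transcript shared by both comparisons with the Inactive group, and Folr2 and Fxyd6 were those shared by both comparisons with the Active group.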

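Smyd2 lies on chromosome 1 of GRCm39 from 189612683 to 189655081, En1 on chromosome 1 from 120530108 to 120535721, Ostn on chromosome 16 from 27125355 to 27171028, Ak4 on chromosome 4 from 101276265 to 101324968 and Zfhx4 on chromosome 3 from 5283586 to 5480917, and all 5 encode proteins. Hoxa11os, on chromosome 6 from 52220356 to 52226784, and Srrm4os, on chromosome 5 from 116571312 to 116603546, are annotated as long noncoding RNAs. The exons of Hoxa11os share 1010 bp, 26.6% of their length, with exons of Hoxa11 on the opposite strand, and those of Srrm4os share 126 bp with Srrm4 on the opposite strand. Exons of Smyd2 overlap 2 annotated noncoding genes on the opposite strand, Gm37422 over 31.1% and Gm70902 over 7.0% of their length, and those of Ak4 overlap Gm69573 over 12.5%, none of which the deposited table lists. Exons of Ostn overlap Gm32312 on the opposite strand over 6.7% of their length. The paper's text does not name whether reads were counted by strand, so counts of these transcripts are uncertain where they overlap. A copy of part of Ak4, covering 13.5% of its transcript at 99.6% identity, is annotated as a processed pseudogene. When edgeR's p-values were adjusted only over the transcripts that Figure 3 lists for the Activity Reduction group against the Inactive group, all 8 passed, against 1 when adjusted over all genes tested. The list was drawn from the same libraries, so the adjusted values over the list show no stability.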

Using this approach, seven transcripts were identified as being uniquely changed in the Activity Reduction group compared to both the Active and Inactive groups (Figure 3e). 

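Expression is given as normalized counts (mean ± SD, n = 7 mice per group). Smyd2 had 8312 ± 584 in the Inactive group, 8949.5 ± 1036 in the Active group and 11266 ± 1363 in the Activity Reduction group. En1 had 259 ± 13.0, 242 ± 42.2 and 336 ± 46.5 in the same order of groups, and Hoxa11os had 70.5 ± 7.84, 63.1 ± 36.8 and 147 ± 57.8. Ostn had 2954 ± 470.3, 2741 ± 140.5 and 2041 ± 436. Ak4 had 876 ± 151, 839 ± 164 and 567 ± 131. Srrm4os had 158 ± 35.5, 144 ± 37.5 and 94.1 ± 14.7. Zfhx4 had 561 ± 39.7, 564 ± 20.5 and 444 ± 54.9. The log2 fold change of Smyd2 in the Activity Reduction group was 0.44 (standard error 0.0735) against the Inactive group and 0.33 (standard error 0.0735) against the Active group. For Hoxa11os, the transcript of the 7 with the largest change, it was 1.06 (standard error 0.279) and 1.21 (standard error 0.282). For En1, Ostn, Ak4, Srrm4os and Zfhx4 the log2 fold change was 0.38, -0.53, -0.62, -0.74 and -0.33 against the Inactive group and 0.47, -0.43, -0.57, -0.62 and -0.35 against the Active group. Apart from Smyd2 against the Inactive group, the adjusted p-values of the 7 transcripts lay between 0.134 and 0.32 against the Inactive group and between 0.058 and 0.143 against the Active group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's Wald test with Benjamini-Hochberg adjustment, fitted on the 2 groups compared, gave the 7 transcripts adjusted p-values between 8.12e-06 and 0.0321 over both comparisons. With the liver division as a covariate in that fit, 6 of the 7 stayed differentially expressed against the Inactive group and 4 against the Active group. Ostn did not in either (adjusted p-values 0.0994 and 0.0641), and Smyd2 and En1 did not against the Active group (both 0.06). Every Activity Reduction mouse had a higher normalized count of Smyd2 than every Inactive mouse (two-sided exact permutation test, p = 0.000583, the smallest p that 7 mice against 7 allow). For the other 6 transcripts the groups overlapped, with exact p-values between 0.00175 and 0.0105 against the Inactive group. Between the Active and Inactive groups the exact p-values of the 7 were between 0.174 and 0.868. The 7 transcripts were selected from these libraries for this pattern, so these p-values are not an independent test of it. Within the 13 libraries with fewer liver transcripts, the log2 ratio of group means against the Inactive group was 0.44 for Smyd2, 0.35 for En1, 0.93 for Hoxa11os, -0.63 for Ostn, -0.51 for Ak4, -0.80 for Srrm4os and -0.27 for Zfhx4 (5 mice against 6). All 7 also kept their direction against the Active group within both sets of libraries, which paired 5 mice with 2 and 2 mice with 5. The other 8 libraries held a single Inactive mouse, so no spread could be given for it there.

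**Figure D2:**
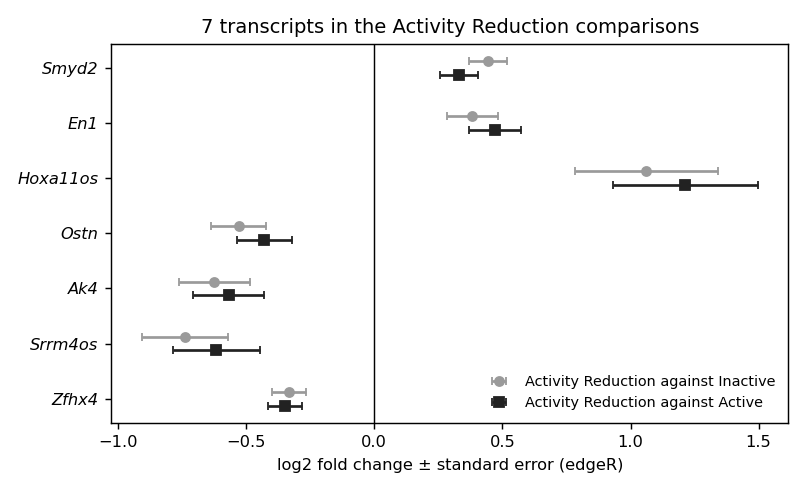
Log2 fold changes of the 7 transcripts from edgeR, with bars for 1 standard error (7 mice per group); circles are the Activity Reduction group against the Inactive group and squares are the Activity Reduction group against the Active group. Smyd2, En1 and Hoxa11os lie above 0 and the other 4 below 0 in both comparisons.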

Of these transcripts, *Smyd2*, *En1*, and *Hoxa11os* all increased in expression following Activity Reduction, whereas *Ostn*, *Ak4*, *Srrm4os*, and *Zfhx4* all decreased in expression. 

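Igfbp5 lies on chromosome 1 from 72897091 to 72914043 and encodes an insulin-like growth factor binding protein. It had 21960 ± 3779 normalized counts (SD, n = 7 mice) in the Inactive group, 14701 ± 2950 in the Active group and 11567 ± 3505 in the Activity Reduction group. Its log2 fold change against the Inactive group was -0.57 (standard error 0.164) in the Active group and -0.92 (standard error 0.165) in the Activity Reduction group, with adjusted p-values of 0.234 and 0.0665 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's Wald test with Benjamini-Hochberg adjustment on the 2 groups compared, the adjusted p-values were 0.0133 and 0.00174. The groups did not overlap between Activity Reduction and Inactive mice, whereas Active and Inactive mice overlapped (two-sided exact permutation test, p = 0.00408). From the Active to the Activity Reduction group the mean fell by 3134 normalized counts, within the range over which the mice of both groups overlapped (two-sided exact permutation test, p = 0.0938). Within the 13 libraries with fewer liver transcripts, the log2 ratio of group means against the Inactive group was -0.76 in the Active group (2 mice against 6) and -1.02 in the Activity Reduction group. In the other 8 libraries, which held a single Inactive mouse, it was -0.21 and -0.49. The adjusted p-values of DESeq2's Wald test with Benjamini-Hochberg adjustment were 0.482 and 0.00739 when the liver division was added as a covariate.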

One transcript, *Igfbp5*, was decreased in both the Active and Activity Reduction groups compared to the Inactive group (Figure 3f). Sixteen transcripts were differentially expressed in the Active group compared to both the Inactive and Activity Reduction group (Figure 3g), with the Active group having increased expression of *Acly*, *Cd209f*, *Elovl6*, *F13a1*, *Folr2*, *Fndc1*, *Gfpt2*, *Gimap6*, *Il1r1*, *Lama4*, *Nrp2*, *Rassf2*, and *Spred1* and decreased expression of *Ctxn3*, *Dglucy*, and *Gstp2*.

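In the edgeR model, all 16 transcripts changed in the listed direction in the Active group against the Inactive group and in the opposite direction in the Activity Reduction group against the Active group. The largest increases in the Active group were those of Elovl6, with a log2 fold change of 1.11 (standard error 0.29), Folr2, with 1.11 (standard error 0.233), and Cd209f, with 0.92 (standard error 0.285). In the Activity Reduction group against the Active group, the log2 fold changes of these 3 were -1.09, -0.92 and -1.17. Among the 3 transcripts with decreased expression in the Active group, Ctxn3 changed most, with -0.46 (standard error 0.132) and then 0.65 (standard error 0.132). Adjusted p-values were between 0.159 and 0.284 for the Active group against the Inactive group, and Gstp2 had the highest of the 16 against the Activity Reduction group, 0.173 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's Wald test with Benjamini-Hochberg adjustment on the 2 groups compared, the 16 transcripts had adjusted p-values from 6.75e-06 for Folr2 to 0.0473 in the comparison with the Inactive group. Two-sided exact permutation tests of normalized counts gave p-values between 0.000583 and 0.0128 for the Active group against the Inactive group, and between 0.171 and 0.993 for the Activity Reduction group against the Inactive group (n = 7 mice per group), for transcripts that were selected from the same libraries for differing in the former and not in the latter. Folr2 had 44.3 ± 10.0 normalized counts (SD) in the Inactive group, 95.2 ± 19.3 in the Active group and 50.2 ± 21.9 in the Activity Reduction group. Elovl6 had 72.0 ± 34.1, 155 ± 68.9 and 72.8 ± 21.2, and its Active mean was 180 in the 5 libraries with more liver transcripts and 93.1 in the other 2.
Within the 13 libraries with fewer liver transcripts, all 16 kept their direction in the Active group against the Inactive group (2 mice against 6), and the median share of the log2 ratio left was 0.765. In the other 8 libraries, which held a single Inactive mouse, all 16 also kept their direction. With this division as a covariate in DESeq2 on the 2 groups compared, the log2 fold changes were between 0.463 and 0.974 of those without it, and only Folr2 stayed differentially expressed between the Active and Inactive groups. The same covariate left 7 of the 16 differentially expressed between the Activity Reduction and Active groups. Gstp2 counts are uncertain, since 87.6% of its transcript matches Gstp1 at up to 100% identity and 78.2% matches the pseudogene Gstp-ps, and Gstp1 also had fewer normalized counts in the Active group than in the Inactive group, with means of 4594 and 5242 (two-sided exact permutation test, n = 7 mice per group, p = 0.00117). Of the transcript of Cd209f, 32.1% matches Cd209g, and the exons of Folr2 share 61.2% of their length with Gm10602 on the opposite strand.

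**Figure D3:**
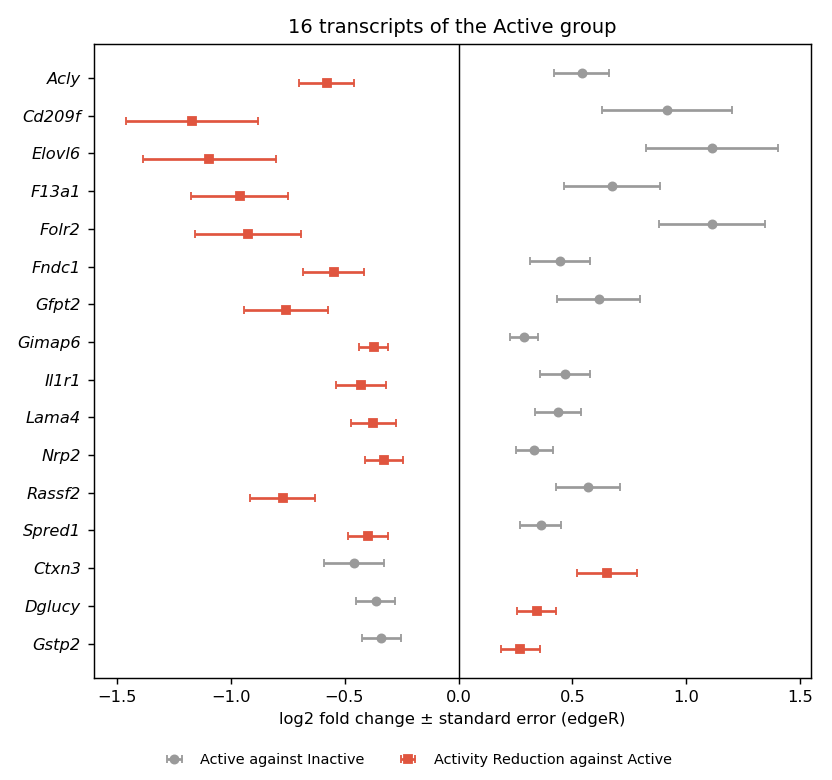
Log2 fold changes of the 16 transcripts from edgeR, with bars for 1 standard error (7 mice per group); gray circles are the Active group against the Inactive group and red squares are the Activity Reduction group against the Active group. The 2 symbols of each transcript lie on opposite sides of 0, from Elovl6 at 1.11 to Cd209f at -1.17.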

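The Gene Ontology gene sets were not available for the re-analysis, and the mouse Reactome sets of the fgsea package were used in their place. Of the 7111 Entrez identifiers in these sets, 6936 (97.5%) were paired with a gene of the deposited table, and 709 of the 1457 sets held between 15 and 500 tested genes. Genes were ranked by the square root of edgeR's quasi-likelihood F statistic with the sign of the fold change. Sets were counted at an adjusted p-value under 0.25, the paper's threshold. Many Reactome sets share genes with each other, so their number is not a number of independent results.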

GSEA was also performed against the Gene Ontology Biological Processes curated gene set. 

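In the Active group against the Inactive group, 180 Reactome sets were positively enriched and 237 were negatively enriched. Positive sets with the smallest adjusted p-values were Hemostasis (374 genes), with a normalized enrichment score of 2.32, Extracellular matrix organization (211 genes), with 2.50, and Platelet activation, signaling and aggregation (175 genes), with 2.49. The negative ones included Translation (144 genes), with a normalized enrichment score of -2.55, and mRNA Splicing (113 genes), with -2.41. The ranking of the genes moved these counts most, with 103 positive and 84 negative sets when genes were ranked by log2 fold change and 8 sets left without a p-value. With the liver division as a covariate, there were 175 positive and 211 negative sets, but not with the same scores. Extracellular matrix organization then had a normalized enrichment score of 2.16, whereas Xenobiotics (30 genes) changed from 2.76 to -1.58 and Cytochrome P450 - arranged by substrate type (62 genes) changed from 2.56 to -1.51.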

Seventy‐six gene sets were positively enriched in the Active group compared to the Inactive group. Of these 76 gene sets, all were found to be negatively enriched in the Activity Reduction group when compared to the Active group, suggesting that enrichment of these pathways is dependent on regular physical activity and 2 weeks of physical activity reduction is sufficient to reverse the activity mediated adaptations. 

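Of the 180 Reactome sets that were positively enriched in the Active group, 114 were negatively enriched in the Activity Reduction group against the Active group, and of the 237 negative sets, 190 were positively enriched there. With the liver division as a covariate, 104 of 175 positive sets were negative in the other comparison. Both comparisons use the same 7 Active mice, which alone makes their fold changes move in opposite directions. Across the genes tested, which are not independent replicates, the mean log2 differences of the 2 comparisons had a Pearson correlation of -0.739. When the Active mice were divided into 3 and 4, so that each comparison had Active mice of its own, the mean correlation over 70 divisions was -0.322, from -0.456 to 0.0453. With the group labels permuted 199 times, the share with a correlation at least as negative was 0.085 (one-sided permutation test). With labels permuted only within the libraries with more or fewer liver transcripts, that share was 0.50 and the median correlation was -0.32. After the liver division was removed from the values, the mean correlation over the 70 divisions was -0.178, and 68 of them were negative. From the opposite directions of its gene sets, the paper proposes that their enrichment depends on regular activity and that 2 weeks without it reverse the adaptation.

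**Figure D4:**
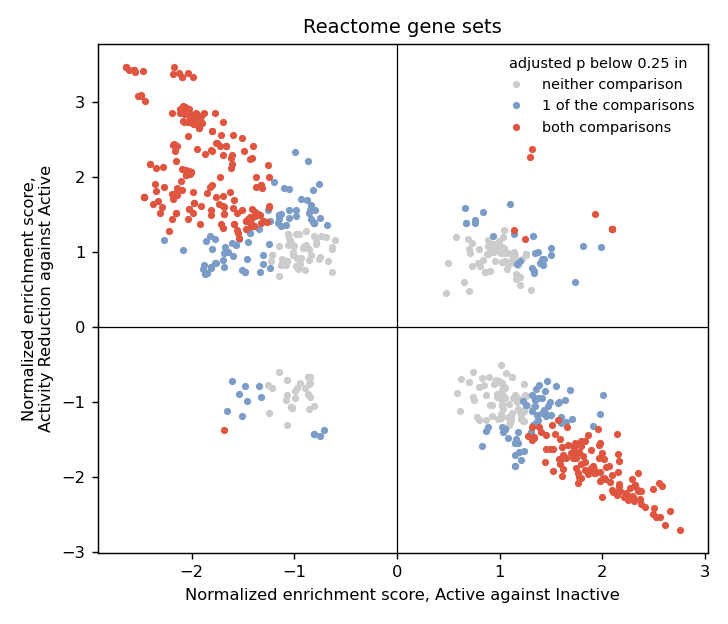
Normalized enrichment scores of the 709 Reactome sets in the Active group against the Inactive group (horizontal) and in the Activity Reduction group against the Active group (vertical), with 1 point per set colored by the number of comparisons in which its adjusted p-value was under 0.25. Most points that pass in both lie at the upper left and the lower right, among them the 114 sets that were positive and then negative and the 190 that were negative and then positive; the same Active mice enter both axes.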

Pathways identified were involved in immune and stress responses, vasculature development and angiogenesis, wound repair, metabolism, and signal transduction. In addition to the pathways found to be positively enriched in response to activity and negatively enriched in response to activity reduction, seven other pathways were identified as being negatively enriched by activity reduction compared to the active group. These include *Endocytosis*, *Import into Cell*, *Vesicle mediated transport*, *Regulation of vesicle mediated transport*, *Regulation of catalytic activity*, *Positive regulation of catalytic activity*, and *Positive regulation of molecular function*. 

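Reactome sets closest to these themes were looked up by name. Interferon gamma signaling (71 genes) had a normalized enrichment score of 2.29 in the Active group against the Inactive group and -2.02 in the Activity Reduction group against the Active group, and Cytokine Signaling in Immune system (191 genes) had 1.86 and -1.45. Signaling by VEGF (96 genes) had 1.77 and -1.67. Metabolism of lipids and lipoproteins (430 genes) had 1.98 and -2.05, which became 0.944 and -1.27 with the liver division as a covariate. Signaling by GPCR had 1.79 and -1.59. Cellular responses to stress (211 genes) had the opposite signs, -1.83 in the Active group against the Inactive group and 1.87 in the other comparison. Other immune sets were positive in both, but each had an adjusted p-value of 0.159 or more in 1 comparison (fgsea's permutation test). Innate Immune System (440 genes) had 1.249 and 1.179, with adjusted p-values of 0.0606 and 0.159. Adaptive Immune System (341 genes) had 1.14 and 1.29, with 0.228 and 0.0233. Immune System and another set named Adaptive Immune System, each of 30 genes, had the same values. Their scores were 2.10 and 1.31, with adjusted p-values of 0.000349 and 0.247.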

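In all, 140 Reactome sets were negatively enriched in the Activity Reduction group against the Active group, and 26 of them were not positively enriched in the Active group against the Inactive group. With genes ranked by log2 fold change there were 96 and 16, with camera in place of fgsea 122 and 14, and with the liver division as a covariate 137 and 33.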

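In Reactome, Vesicle-mediated transport (173 genes) had a normalized enrichment score of 1.24 in the Activity Reduction group against the Active group, with an adjusted p-value of 0.13 from fgsea's permutation test. Membrane Trafficking (136 genes) had a positive score of 1.81 and Clathrin derived vesicle budding (38 genes) one of 1.89. With genes ranked by log2 fold change, the score of Vesicle-mediated transport was negative, -1.26.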

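Against the Inactive group, 152 Reactome sets were positively enriched and 35 were negatively enriched in the Activity Reduction group. Among the 4 sets that tied for the smallest adjusted p-value was Eukaryotic Translation Termination (83 genes), with a normalized enrichment score of 3.05, and Translation had 2.53. When genes were ranked by log2 fold change, 20 sets passed, all positive, and the 14 of them with the smallest adjusted p-values were sets of translation and of mRNA decay during translation. Other divisions of the same 14 mice that kept the same-numbered mice apart gave a median of 124 sets, and 8 of 64, the real one included, gave at least as many as the real groups.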

No pathway enrichment was observed when comparing the Activity Reduction group to the Inactive group.

## 4 DISCUSSION

Here, we report an animal model of physical activity reduction that acknowledges the need for animals to be active prior to initiating inactivity, but not so active that they only reflect the activity patterns of those at the higher end of the activity scale. This model offers an alternative to existing models of activity reduction, such as the cage size reduction (Fushiki et al., 1991; Mahmassani et al., 2020; Roemers et al., 2019; Siripoksup et al., 2024) and wheel lock models (Kump & Booth, 2005b; Tsai et al., 1981), where investigators are able to control the exercise intensity, exercise duration, and time of day that animals are active. This ensures the activity dose received by both the active control group and the activity reduction group (prior to initiation of inactivity) is consistent and at a volume that can be scaled up or down to reflect different training loads. Since traditional exercise training paradigms designed for increasing performance in humans typically involve exercising at 70% of maximal heart rate or 70% of maximal load, this study employed a training protocol that included a 10 min low speed warm up followed by 30 min running at 70% of maximal running speed 5 d per week. This approach resulted in performance adaptations following the initial four‐week training phase that then regressed to levels of the inactive control group following the two‐week period of activity reduction. Furthermore, by limiting the activity reduction phase to 2 weeks and including both active and inactive control groups in the experimental design, the molecular effects of physical activity reduction could be studied without the confounding influence of overt differences in body mass or body composition while ensuring effects specific to activity reduction could be distinguished from the mere reversal of any training‐specific adaptations. Limitations of this model also exist. Treadmill exercise is forced exercise which is arguably more stressful to mice compared to voluntary exercise such as wheel running. In the present study we aimed to mitigate the stress response by familiarizing animals to the treadmill ahead of any training sessions or testing of maximal running capacity. Training sessions were also held during the same 2‐h window at the end of each light cycle to minimize disruptions during the photoperiod mice are typically least active, and so mice could be familiarized to a routine. Additionally, tissues were collected 48–72 h after all mice had undergone the final maximal running test, thus mice in all three groups received the same treadmill stressor as well as a period of recovery to ensure the acute effects of treadmill exercise and any stress responses associated with it were controlled across all groups. However, whether any of the effects we observed were associated with more chronic adaptations to the stress of forced exercise cannot be ruled out.

Seven transcripts in skeletal muscle were identified as being uniquely changed in response to physical activity reduction. *Smyd2*, *En1*, and *Hoxa11os* were all increased in expression in response to activity reduction. Of these three transcripts, *Smyd2* was by far the most highly expressed. 

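In the Activity Reduction group, the normalized count of Smyd2 was a median of 33.3 times that of En1, from 28.9 to 39.2 times over the 7 mice, and 72.6 times that of Hoxa11os, from 57.9 to 152 times. The exons of all annotated transcripts together cover 6074 bp for Smyd2, 2663 bp for En1 and 3791 bp for Hoxa11os. Divided by these lengths, the median ratios were 14.6 and 45.3. The transcripts annotated as canonical measure 2184, 2663 and 402 bp in the same order, so the ratios per length depend on the length chosen.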

*Smyd2* encodes the lysine methyltransferase SET [Su(Var)3–9, Enhancer‐of‐zeste and Trithorax] and MYND [Myeloid, Nervy, and DEAF‐1] domain containing 2 (SMYD2). SMYD2 monomethylates lysine residues on both histone and nonhistone proteins (Rueda‐Robles et al., 2021) and has largely been studied in the context of tumor biology. Outside of cancer field, SMYD2 has been reported to play a role in regulating titin stability in striated muscle (Diehl et al., 2010; Donlin et al., 2012). More recently SMYD2 has been found to increase in abundance in the skeletal muscle and livers of hibernating animals during the early stages of torpor (Dang et al., 2023; Watts & Storey, 2019), providing further evidence that SMYD2 is induced when levels of physical activity are suddenly reduced. Given that SMYD2 has also been linked to the development of metabolic‐associated steatotic liver disease (Wang et al., 2023), we predict that SMYD2 plays a role in regulating metabolic adaptations caused by sudden reductions in bioenergetic demand. Indeed, based on findings in cervical cancer cell lines (Wang et al., 2021) and our own data (not shown, manuscript forthcoming), *Smyd2* induction in response to reductions in physical activity is likely linked to changes in the way glucose and glucose‐products are handled by skeletal muscle.

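In the Inactive group, where none of the mice had trained, Smyd2 had a median of 31.45 times the normalized count of En1 and 113 times that of Hoxa11os, and the lowest ratios among the 7 mice were 28.6 and 106. Per length of all annotated exons, the medians were 13.8 and 70.4, and these also depend on the length chosen.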

Although basal expression is much lower in skeletal muscle, *En1*, and *Hoxa11os* were also induced by activity reduction. *En1* encodes engrailed 1 (EN1), which has been shown to bind and regulate the expression of utrophin (Wang et al., 2011). *En1* has also been linked to pro‐fibrotic TGFβ signaling (Gyorfi et al., 2021; Mascharak et al., 2021), is highly expressed in dopaminergic neurons (Ma et al., 2024), and has been negatively associated with the thermogenic‐ and positively associated with the lipogenic capacities of brown adipocytes (Zhang et al., 2016). Less is known about the function of the long noncoding RNA *Hoxa11os*. However, in colon cells, *Hoxa11os* localizes to mitochondria and interacts with several core mitochondrial proteins involved in bioenergetic functions (Shmuel‐Galia et al., 2023). Thus, although the functions of *En1* and *Hoxa11os* in skeletal muscle are currently not well understood, these reports suggest *En1* and/or *Hoxa11os* induction in response to activity reduction could be linked to inactivity‐associated mitochondrial adaptations in one or more of the cell populations present in skeletal muscle.

Of the transcripts that were decreased in expression following activity reduction, *Ostn* had the highest basal expression. 

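In the Inactive group, each of the 7 mice had a higher normalized count of Ostn than of Ak4, Zfhx4 or Srrm4os, with lowest ratios of 2.07, 4.502 and 15.8.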

*Ostn* encodes a the musclin protein (also known as osteocrin), a known myokine that acts as an agonist for natriuretic peptide receptors (Nishizawa et al., 2004). *Ostn*/musclin induction in skeletal muscle is linked to energy availability, with *Ostn*/musclin expression found to be lower during fasting and higher upon refeeding (Nishizawa et al., 2004). *Ostn*/musclin is also induced acutely in response to treadmill running (Subbotina et al., 2015), indicating that it is exercise‐responsive and may contribute to adaptations associated with regular exercise. In line with this notion, when *Ostn*/musclin is absent, impairments in exercise capacity are observed, a finding thought to be due to musclin's purported influence over mitochondrial biogenesis (Subbotina et al., 2015). Conversely, musclin has been identified as a negative regulator of adipocyte thermogenesis (Jin et al., 2023), and high basal *Ostn*/musclin expression has been reported in animals and people with obesity, insulin resistance, and type‐2 diabetes (Chen, Liu, Sui, Yang, et al., 2017; Chen, Liu, Sui, Zhang, et al., 2017; Jin et al., 2023; Shimomura et al., 2021). In the present study, the expression of *Ostn* was reduced in response to physical activity reduction, as was overall exercise capacity compared to the Active control group. Although merely an association, given previous reports regarding the function of *Ostn*/musclin with regards to exercise tolerance (Subbotina et al., 2015), and its role in exercise‐mediated cardiac conditioning (Harris et al., 2023), it is possible that inhibition of *Ostn*/musclin is required for reversal of the effects of regular exercise on functions linked to exercise performance. Whether reductions in *Ostn* expression are associated with changes in circulating musclin concentrations, and whether low *Ostn* expression persists after longer periods of inactivity and/or once significant changes in body composition set in remains to be determined.

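The median ratio of the normalized count of Ostn in the Inactive group was 3.51 to Ak4, 5.06 to Zfhx4 and 19.4 to Srrm4os. The exons of all annotated transcripts cover 2749 bp for Ostn, 10420 bp for Ak4, 15737 bp for Zfhx4 and 4310 bp for Srrm4os. Per this length the median ratios were 13.3, 29.0 and 30.5. Canonical transcripts measure 2554, 4982, 13904 and 558 bp in the same order, so the ratios per length depend on the length chosen.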

*Ak4*, *Srrm4os*, and *Zfhx4* were also all decreased in expression in response to activity reduction, although their basal expression was much lower than *Ostn*. *Ak4* encodes adenylate kinase 4 (AK4), a protein that localizes to the mitochondrial matrix (Noma et al., 2001) and is involved in regulating cellular AMP concentrations and, subsequently, the regulation of AMP‐sensitive metabolic enzymes such as the AMP‐activated Protein Kinase (i.e., AMPK) (Lanning et al., 2014). Thus, like *Ostn*/musclin, AK4 is also associated with adapting tissues to changes in energy availability. In the present study, physical activity reduction resulted in lower *Ak4* expression in skeletal muscle, an adaptation likely driven by the reduced bioenergetic flux that accompanies physical activity reduction.

Little is known about the function of *Zfhx4*, which encodes zinc finger homeobox 4. *Zfhx4* is highly expressed in developing muscle and proliferating myoblasts, but decreases in expression to very low levels in postnatal skeletal muscles and differentiated myotubes, suggesting its function(s) is/are not critical in tissues with large quantities of postmitotic cells, such as skeletal muscle (Kostich & Sanes, 1995). Indeed, ablation of *Zfhx4* leads to early postnatal lethality linked to respiratory failure, suggesting it plays an important role in early development (Zhang et al., 2021). In colorectal cancer cells, the expression of *Zfhx4* has been computationally associated with the expression of transcripts that promote fatty acid oxidation (Zou et al., 2024). Thus, considering the known effect of physical inactivity on lowering skeletal muscle fatty acid oxidation (Shur et al., 2022), and the observation that *Zfhx4* is reduced in expression following physical inactivity, it would not be completely out of line to consider a potential relationship between these processes. Future studies should investigate *Zfhx4* function in postnatal skeletal muscle and determine whether it plays a role in regulating fatty acid oxidation or other functions associated with adapting muscle to changes in bioenergetic demand.

*Srrm4os* encodes serine/arginine repetitive matrix 4, opposite strand. It exhibits low level expression across most tissues (Yue et al., 2014), although these screens did not include skeletal muscle which is where it was detected in this study and found it to be negatively regulated by physical activity reduction. The function of *Srrm4os* is yet to be determined.

## 5 CONCLUSION

Seven transcripts in skeletal muscle were identified as being uniquely altered by physical activity reduction. Although the functional contribution of each of the identified transcripts to the physiology of physical inactivity remains to be determined, this study was a necessary first step toward identifying potential mediators of the physiology associated with activity reduction and sets the stage for similar investigations in other tissues. By acknowledging the need for research animals to be more active than typical laboratory housing permits, but not so active the active animals only represent those at the higher end of the activity spectrum, while also ensuring that both active and inactive control groups are included in the experimental design, this work has opened the door to more nuanced investigations into the molecular mechanisms that drive the metabolic impairments associated with physical inactivity. Future studies will provide deeper characterization of the function(s) of each the seven transcripts identified as being uniquely altered by physical activity reduction in skeletal muscle. It is hoped that such next steps will result in identification of molecular targets that can be exploited for the development of therapeutics capable of supporting metabolism for the many people who cannot meet or sustain a level of physical activity required to protect against disease.

## AUTHOR CONTRIBUTIONS

EJS conceived and designed the research. ES, AM, MM, and KM trained the mice. ES, AM, MM, and MJ collected tissues from the mice. EJS, AM, NK, MN, MM, KM, JD, CW performed experiments. EJS, AM, and NK analyzed data. EJS, AM, and NK interpreted results of experiments. EJS prepared the figures. EJS and NK drafted the manuscript. EJS and AM edited and revised manuscript. All authors approved the submitted version of manuscript.

## FUNDING INFORMATION

This work was supported by a 2022 Midwestern University Faculty Seed Grant (to EJS) and 2022 and 2023 Midwestern University Core Outsourcing Awards (to EJS). NK was supported by a 2023 Kenneth A. Suarez Summer Research Fellowship.

## CONFLICT OF INTEREST STATEMENT

The authors currently have no disclosures, financial or otherwise.

## Data Availability

Sequencing files are available at Gene Expression Omnibus (accession number GSE281849). Source data and analysis code are available at https://github.com/esteph16/Inactivity‐mediated‐molecular‐adaptations‐1.

## References

[phy270140-bib-0001] Alibegovic, A. C. , Hojbjerre, L. , Sonne, M. P. , van Hall, G. , Stallknecht, B. , Dela, F. , & Vaag, A. (2009). Impact of 9 days of bed rest on hepatic and peripheral insulin action, insulin secretion, and whole‐body lipolysis in healthy young male offspring of patients with type 2 diabetes. Diabetes, 58, 2749–2756.19720789 10.2337/db09-0369PMC2780872

[phy270140-bib-0002] Appriou, Z. , Nay, K. , Pierre, N. , Saligaut, D. , Lefeuvre‐Orfila, L. , Martin, B. , Cavey, T. , Ropert, M. , Loreal, O. , Rannou‐Bekono, F. , & Derbre, F. (2019). Skeletal muscle ceramides do not contribute to physical‐inactivity‐induced insulin resistance. Applied Physiology, Nutrition, and Metabolism, 44, 1180–1188.10.1139/apnm-2018-085030889368

[phy270140-bib-0003] Aranda, P. S. , LaJoie, D. M. , & Jorcyk, C. L. (2012). Bleach gel: A simple agarose gel for analyzing RNA quality. Electrophoresis, 33, 366–369.22222980 10.1002/elps.201100335PMC3699176

[phy270140-bib-0004] Augusto, V. , Padovani, C. R. , & Campos, G. E. R. (2004). Skeletal muscle fiber types in C57BL6J mice. Brazilian jounal of Morphology Sciences, 21, 89–94.

[phy270140-bib-0005] Bankoski, A. , Harris, T. B. , McClain, J. J. , Brychta, R. J. , Caserotti, P. , Chen, K. Y. , Berrigan, D. , Troiano, R. P. , & Koster, A. (2011). Sedentary activity associated with metabolic syndrome independent of physical activity. Diabetes Care, 34, 497–503.21270206 10.2337/dc10-0987PMC3024375

[phy270140-bib-0006] Bates, D. , Maechler, M. , Bolker, B. , & Walker, S. (2015). Fitting linear mixed‐effects models using lme4. Journal of Statistical Software, 67, 1–48.

[phy270140-bib-0007] Bergouignan, A. , Schoeller, D. A. , Normand, S. , Gauquelin‐Koch, G. , Laville, M. , Shriver, T. , Desage, M. , Le Maho, Y. , Ohshima, H. , Gharib, C. , & Blanc, S. (2006). Effect of physical inactivity on the oxidation of saturated and monounsaturated dietary fatty acids: Results of a randomized trial. PLoS Clinical Trials, 1, e27.17016547 10.1371/journal.pctr.0010027PMC1584255

[phy270140-bib-0008] Bergouignan, A. , Trudel, G. , Simon, C. , Chopard, A. , Schoeller, D. A. , Momken, I. , Votruba, S. B. , Desage, M. , Burdge, G. C. , Gauquelin‐Koch, G. , Normand, S. , & Blanc, S. (2009). Physical inactivity differentially alters dietary oleate and palmitate trafficking. Diabetes, 58, 367–376.19017764 10.2337/db08-0263PMC2628610

[phy270140-bib-0009] Bowden Davies, K. A. , Sprung, V. S. , Norman, J. A. , Thompson, A. , Mitchell, K. L. , Halford, J. C. G. , Harrold, J. A. , Wilding, J. P. H. , Kemp, G. J. , & Cuthbertson, D. J. (2018). Short‐term decreased physical activity with increased sedentary behaviour causes metabolic derangements and altered body composition: Effects in individuals with and without a first‐degree relative with type 2 diabetes. Diabetologia, 61, 1282–1294.29671031 10.1007/s00125-018-4603-5

[phy270140-bib-0010] Castanza, A. S. , Recla, J. M. , Eby, D. , Thorvaldsdottir, H. , Bult, C. J. , & Mesirov, J. P. (2023). Extending support for mouse data in the molecular signatures database (MSigDB). Nature Methods, 20, 1619–1620.37704782 10.1038/s41592-023-02014-7PMC11397807

[phy270140-bib-0011] Chen, S. , Zhou, Y. , Chen, Y. , & Gu, J. (2018). Fastp: An ultra‐fast all‐in‐one FASTQ preprocessor. Bioinformatics, 34, i884–i890.30423086 10.1093/bioinformatics/bty560PMC6129281

[phy270140-bib-0012] Chen, W. J. , Liu, Y. , Sui, Y. B. , Yang, H. T. , Chang, J. R. , Tang, C. S. , Qi, Y. F. , Zhang, J. , & Yin, X. H. (2017). Positive association between musclin and insulin resistance in obesity: Evidence of a human study and an animal experiment. Nutrition & Metabolism (London), 14, 46.10.1186/s12986-017-0199-xPMC550481528702069

[phy270140-bib-0013] Chen, W. J. , Liu, Y. , Sui, Y. B. , Zhang, B. , Zhang, X. H. , & Yin, X. H. (2017). Increased circulating levels of musclin in newly diagnosed type 2 diabetic patients. Diabetes & Vascular Disease Research, 14, 116–121.28185530 10.1177/1479164116675493

[phy270140-bib-0014] Chew, N. W. S. , Ng, C. H. , Tan, D. J. H. , Kong, G. , Lin, C. , Chin, Y. H. , Lim, W. H. , Huang, D. Q. , Quek, J. , Fu, C. E. , Xiao, J. , Syn, N. , Foo, R. , Khoo, C. M. , Wang, J. W. , Dimitriadis, G. K. , Young, D. Y. , Siddiqui, M. S. , Lam, C. S. P. , … Muthiah, M. D. (2023). The global burden of metabolic disease: Data from 2000 to 2019. Cell Metabolism, 35, 414.36889281 10.1016/j.cmet.2023.02.003

[phy270140-bib-0016] Company, J. M. , Roberts, M. D. , Toedebusch, R. G. , Cruthirds, C. L. , & Booth, F. W. (2013). Sudden decrease in physical activity evokes adipocyte hyperplasia in 70‐ to 77‐day‐old rats but not 49‐ to 56‐day‐old rats. American Journal of Physiology. Regulatory, Integrative and Comparative Physiology, 305, R1465–R1478.24089381 10.1152/ajpregu.00139.2013PMC3882693

[phy270140-bib-0017] DALYs, G. B. D. , & Collaborators, H. (2017). Global, regional, and national disability‐adjusted life‐years (DALYs) for 333 diseases and injuries and healthy life expectancy (HALE) for 195 countries and territories, 1990‐2016: A systematic analysis for the global burden of disease study 2016. Lancet, 390, 1260–1344.28919118 10.1016/S0140-6736(17)32130-XPMC5605707

[phy270140-bib-0018] Dang, K. , Farooq, H. M. U. , Dong, J. , Yang, H. , Kong, Y. , Wang, H. , Jiang, S. , Gao, Y. , & Qian, A. (2023). Transcriptomic and proteomic time‐course analyses based on Metascape reveal mechanisms against muscle atrophy in hibernating Spermophilus dauricus. Comparative Biochemistry and Physiology. Part A, Molecular & Integrative Physiology, 275, 111336.10.1016/j.cbpa.2022.11133636280225

[phy270140-bib-0019] Diehl, F. , Brown, M. A. , van Amerongen, M. J. , Novoyatleva, T. , Wietelmann, A. , Harriss, J. , Ferrazzi, F. , Bottger, T. , Harvey, R. P. , Tucker, P. W. , & Engel, F. B. (2010). Cardiac deletion of Smyd2 is dispensable for mouse heart development. PLoS One, 5, e9748.20305823 10.1371/journal.pone.0009748PMC2840034

[phy270140-bib-0020] Dobin, A. , Davis, C. A. , Schlesinger, F. , Drenkow, J. , Zaleski, C. , Jha, S. , Batut, P. , Chaisson, M. , & Gingeras, T. R. (2012). STAR: ultrafast universal RNA‐seq aligner. Bioinformatics, 29, 15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[phy270140-bib-0021] Donlin, L. T. , Andresen, C. , Just, S. , Rudensky, E. , Pappas, C. T. , Kruger, M. , Jacobs, E. Y. , Unger, A. , Zieseniss, A. , Dobenecker, M. W. , Voelkel, T. , Chait, B. T. , Gregorio, C. C. , Rottbauer, W. , Tarakhovsky, A. , & Linke, W. A. (2012). Smyd2 controls cytoplasmic lysine methylation of Hsp90 and myofilament organization. Genes & Development, 26, 114–119.22241783 10.1101/gad.177758.111PMC3273835

[phy270140-bib-0022] Eggelbusch, M. , Charlton, B. T. , Bosutti, A. , Ganse, B. , Giakoumaki, I. , Grootemaat, A. E. , Hendrickse, P. W. , Jaspers, Y. , Kemp, S. , Kerkhoff, T. J. , Noort, W. , van Weeghel, M. , van der Wel, N. N. , Wesseling, J. R. , Frings‐Meuthen, P. , Rittweger, J. , Mulder, E. R. , Jaspers, R. T. , Degens, H. , & Wust, R. C. I. (2024). The impact of bed rest on human skeletal muscle metabolism. Cell Reports Medicine, 5, 101372.38232697 10.1016/j.xcrm.2023.101372PMC10829795

[phy270140-bib-0023] Ekelund, U. , Tarp, J. , Steene‐Johannessen, J. , Hansen, B. H. , Jefferis, B. , Fagerland, M. W. , Whincup, P. , Diaz, K. M. , Hooker, S. P. , Chernofsky, A. , Larson, M. G. , Spartano, N. , Vasan, R. S. , Dohrn, I. M. , Hagstromer, M. , Edwardson, C. , Yates, T. , Shiroma, E. , Anderssen, S. A. , & Lee, I. M. (2019). Dose‐response associations between accelerometry measured physical activity and sedentary time and all cause mortality: Systematic review and harmonised meta‐analysis. BMJ, 366, l4570.31434697 10.1136/bmj.l4570PMC6699591

[phy270140-bib-0024] Fox, J. , & Weisberg, S. (2019). An R companion to applied regression. Sage.

[phy270140-bib-0025] Fushiki, T. , Kano, T. , Inoue, K. , & Sugimoto, E. (1991). Decrease in muscle glucose transporter number in chronic physical inactivity in rats. The American Journal of Physiology, 260, E403–E410.1672241 10.1152/ajpendo.1991.260.3.E403

[phy270140-bib-0026] Guthold, R. , Stevens, G. A. , Riley, L. M. , & Bull, F. C. (2018). Worldwide trends in insufficient physical activity from 2001 to 2016: A pooled analysis of 358 population‐based surveys with 1.9 million participants. The Lancet Global Health, 6, e1077–e1086.30193830 10.1016/S2214-109X(18)30357-7

[phy270140-bib-0027] Guthold, R. , Stevens, G. A. , Riley, L. M. , & Bull, F. C. (2020). Global trends in insufficient physical activity among adolescents: A pooled analysis of 298 population‐based surveys with 1.6 million participants. Lancet Child Adolesc Health, 4, 23–35.31761562 10.1016/S2352-4642(19)30323-2PMC6919336

[phy270140-bib-0028] Gyorfi, A. H. , Matei, A. E. , Fuchs, M. , Liang, C. , Rigau, A. R. , Hong, X. , Zhu, H. , Luber, M. , Bergmann, C. , Dees, C. , Ludolph, I. , Horch, R. E. , Distler, O. , Wang, J. , Bengsch, B. , Schett, G. , Kunz, M. , & Distler, J. H. W. (2021). Engrailed 1 coordinates cytoskeletal reorganization to induce myofibroblast differentiation. The Journal of Experimental Medicine, 218, e20201916.34259830 10.1084/jem.20201916PMC8288503

[phy270140-bib-0029] Harris, M. P. , Zeng, S. , Zhu, Z. , Lira, V. A. , Yu, L. , Hodgson‐Zingman, D. M. , & Zingman, L. V. (2023). Myokine Musclin is critical for exercise‐induced cardiac conditioning. International Journal of Molecular Sciences, 24, 6525.37047496 10.3390/ijms24076525PMC10095193

[phy270140-bib-0030] Henson, J. , Yates, T. , Biddle, S. J. , Edwardson, C. L. , Khunti, K. , Wilmot, E. G. , Gray, L. J. , Gorely, T. , Nimmo, M. A. , & Davies, M. J. (2013). Associations of objectively measured sedentary behaviour and physical activity with markers of cardiometabolic health. Diabetologia, 56, 1012–1020.23456209 10.1007/s00125-013-2845-9

[phy270140-bib-0031] Jin, L. , Han, S. , Lv, X. , Li, X. , Zhang, Z. , Kuang, H. , Chen, Z. , Lv, C. A. , Peng, W. , Yang, Z. , Yang, M. , Mi, L. , Liu, T. , Ma, S. , Qiu, X. , Wang, Q. , Pan, X. , Shan, P. , Feng, Y. , … Meng, Z. X. (2023). The muscle‐enriched myokine Musclin impairs beige fat thermogenesis and systemic energy homeostasis via Tfr1/PKA signaling in male mice. Nature Communications, 14, 4257.10.1038/s41467-023-39710-zPMC1035679437468484

[phy270140-bib-0032] Kassambara, A. (2023). rstatix: Pipe‐friendly framework for basic statistical tests.

[phy270140-bib-0033] Katzmarzyk, P. T. , Friedenreich, C. , Shiroma, E. J. , & Lee, I. M. (2022). Physical inactivity and noncommunicable disease burden in low‐income, middle‐income and high‐income countries. British Journal of Sports Medicine, 56, 101–106.33782046 10.1136/bjsports-2020-103640PMC8478970

[phy270140-bib-0034] Knaeps, S. , Bourgois, J. G. , Charlier, R. , Mertens, E. , Lefevre, J. , & Wijndaele, K. (2018). Ten‐year change in sedentary behaviour, moderate‐to‐vigorous physical activity, cardiorespiratory fitness and cardiometabolic risk: Independent associations and mediation analysis. British Journal of Sports Medicine, 52, 1063–1068.27491779 10.1136/bjsports-2016-096083PMC6089204

[phy270140-bib-0035] Knudsen, S. H. , Hansen, L. S. , Pedersen, M. , Dejgaard, T. , Hansen, J. , Hall, G. V. , Thomsen, C. , Solomon, T. P. , Pedersen, B. K. , & Krogh‐Madsen, R. (1985). Changes in insulin sensitivity precede changes in body composition during 14 days of step reduction combined with overfeeding in healthy young men. Journal of Applied Physiology, 113(7–15), 2012–2015.10.1152/japplphysiol.00189.201122556394

[phy270140-bib-0036] Kostich, W. A. , & Sanes, J. R. (1995). Expression of zfh‐4, a new member of the zinc finger‐homeodomain family, in developing brain and muscle. Developmental Dynamics, 202, 145–152.7537552 10.1002/aja.1002020206

[phy270140-bib-0037] Krogh‐Madsen, R. , Thyfault, J. P. , Broholm, C. , Mortensen, O. H. , Olsen, R. H. , Mounier, R. , Plomgaard, P. , van Hall, G. , Booth, F. W. , & Pedersen, B. K. (1985). A 2‐wk reduction of ambulatory activity attenuates peripheral insulin sensitivity. Journal of Applied Physiology, 108, 1034–1040.10.1152/japplphysiol.00977.200920044474

[phy270140-bib-0038] Kump, D. S. , & Booth, F. W. (2005a). Sustained rise in triacylglycerol synthesis and increased epididymal fat mass when rats cease voluntary wheel running. The Journal of Physiology, 565, 911–925.15774517 10.1113/jphysiol.2005.084525PMC1464554

[phy270140-bib-0039] Kump, D. S. , & Booth, F. W. (2005b). Alterations in insulin receptor signalling in the rat epitrochlearis muscle upon cessation of voluntary exercise. The Journal of Physiology, 562, 829–838.15550465 10.1113/jphysiol.2004.073593PMC1665545

[phy270140-bib-0040] Lanning, N. J. , Looyenga, B. D. , Kauffman, A. L. , Niemi, N. M. , Sudderth, J. , DeBerardinis, R. J. , & MacKeigan, J. P. (2014). A mitochondrial RNAi screen defines cellular bioenergetic determinants and identifies an adenylate kinase as a key regulator of ATP levels. Cell Reports, 7, 907–917.24767988 10.1016/j.celrep.2014.03.065PMC4046887

[phy270140-bib-0041] Laye, M. J. , Thyfault, J. P. , Stump, C. S. , & Booth, F. W. (2007). Inactivity induces increases in abdominal fat. Journal of Applied Physiology, 102, 1341–1347.17122374 10.1152/japplphysiol.01018.2006

[phy270140-bib-0042] Lee, I. M. , Shiroma, E. J. , Lobelo, F. , Puska, P. , Blair, S. N. , Katzmarzyk, P. T. , & Lancet Physical Activity Series Working G . (2012). Effect of physical inactivity on major noncommunicable diseases worldwide: An analysis of burden of disease and life expectancy. Lancet, 380, 219–229.22818936 10.1016/S0140-6736(12)61031-9PMC3645500

[phy270140-bib-0043] Lenth, R. V. , Bolker, B. , Buerkner, P. , Giné‐Vázquez, I. , Herve, M. , Jung, M. , Love, J. , Miguez, F. , Piaskowski, J. , Riebl, H. , & Singmann, H. (2024). emmeans: Estimated Marginal Means, aka Least‐Squares Means.

[phy270140-bib-0044] Liao, Y. , Smyth, G. K. , & Shi, W. (2013). featureCounts: An efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics, 30, 923–930.24227677 10.1093/bioinformatics/btt656

[phy270140-bib-0045] Liberzon, A. , Subramanian, A. , Pinchback, R. , Thorvaldsdottir, H. , Tamayo, P. , & Mesirov, J. P. (2011). Molecular signatures database (MSigDB) 3.0. Bioinformatics, 27, 1739–1740.21546393 10.1093/bioinformatics/btr260PMC3106198

[phy270140-bib-0046] Lin, X. , Xu, Y. , Pan, X. , Xu, J. , Ding, Y. , Sun, X. , Song, X. , Ren, Y. , & Shan, P. F. (2020). Global, regional, and national burden and trend of diabetes in 195 countries and territories: An analysis from 1990 to 2025. Scientific Reports, 10, 14790.32901098 10.1038/s41598-020-71908-9PMC7478957

[phy270140-bib-0093] Love, M. I. , Huber, W. , & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biology, 15, 550.25516281 10.1186/s13059-014-0550-8PMC4302049

[phy270140-bib-0047] Ma, X. , Zhao, L. L. , Yu, Y. C. , & Cheng, Y. (2024). Engrailed: Pathological and physiological effects of a multifunctional developmental gene. Genesis, 62, e23557.37830136 10.1002/dvg.23557

[phy270140-bib-0048] Mahmassani, Z. S. , Reidy, P. T. , McKenzie, A. I. , Petrocelli, J. J. , Matthews, O. , de Hart, N. M. , Ferrara, P. J. , O'Connell, R. M. , Funai, K. , & Drummond, M. J. (2020). Absence of MyD88 from skeletal muscle protects female mice from inactivity‐induced adiposity and insulin resistance. Obesity (Silver Spring), 28, 772–782.32108446 10.1002/oby.22759PMC7093260

[phy270140-bib-0049] Mangiafico, S. (2024). Rcompanion: Functions to support extension education program evaluation. The Comprehensive R Archive Network. https://cran.r‐project.org/web/packages/rcompanion/

[phy270140-bib-0050] Manttari, S. , & Jarvilehto, M. (2005). Comparative analysis of mouse skeletal muscle fibre type composition and contractile responses to calcium channel blocker. BMC Physiology, 5, 4.15710036 10.1186/1472-6793-5-4PMC550649

[phy270140-bib-0051] Martin, B. , Ji, S. , Maudsley, S. , & Mattson, M. P. (2010). “control” laboratory rodents are metabolically morbid: Why it matters. Proceedings of the National Academy of Sciences of the United States of America, 107, 6127–6133.20194732 10.1073/pnas.0912955107PMC2852022

[phy270140-bib-0052] Mascharak, S. , desJardins‐Park, H. E. , Davitt, M. F. , Griffin, M. , Borrelli, M. R. , Moore, A. L. , Chen, K. , Duoto, B. , Chinta, M. , Foster, D. S. , Shen, A. H. , Januszyk, M. , Kwon, S. H. , Wernig, G. , Wan, D. C. , Lorenz, H. P. , Gurtner, G. C. , & Longaker, M. T. (2021). Preventing Engrailed‐1 activation in fibroblasts yields wound regeneration without scarring. Science, 372, eaba2374.33888614 10.1126/science.aba2374PMC9008875

[phy270140-bib-0053] McGlory, C. , von Allmen, M. T. , Stokes, T. , Morton, R. W. , Hector, A. J. , Lago, B. A. , Raphenya, A. R. , Smith, B. K. , McArthur, A. G. , Steinberg, G. R. , Baker, S. K. , & Phillips, S. M. (2018). Failed recovery of glycemic control and Myofibrillar protein synthesis with 2 wk of physical inactivity in overweight, Prediabetic older adults. The Journals of Gerontology. Series A, Biological Sciences and Medical Sciences, 73, 1070–1077.29095970 10.1093/gerona/glx203PMC6037059

[phy270140-bib-0054] McLean, A. C. , Valenzuela, N. , Fai, S. , & Bennett, S. A. (2012). Performing vaginal lavage, crystal violet staining, and vaginal cytological evaluation for mouse estrous cycle staging identification. Journal of Visualized Experiments, e4389.10.3791/4389PMC349023323007862

[phy270140-bib-0055] Nishizawa, H. , Matsuda, M. , Yamada, Y. , Kawai, K. , Suzuki, E. , Makishima, M. , Kitamura, T. , & Shimomura, I. (2004). Musclin, a novel skeletal muscle‐derived secretory factor. The Journal of Biological Chemistry, 279, 19391–19395.15044443 10.1074/jbc.C400066200

[phy270140-bib-0056] Noma, T. , Fujisawa, K. , Yamashiro, Y. , Shinohara, M. , Nakazawa, A. , Gondo, T. , Ishihara, T. , & Yoshinobu, K. (2001). Structure and expression of human mitochondrial adenylate kinase targeted to the mitochondrial matrix. The Biochemical Journal, 358, 225–232.11485571 10.1042/0264-6021:3580225PMC1222051

[phy270140-bib-0057] Pedersen, M. R. L. , Hansen, A. F. , & Elmose‐Osterlund, K. (2021). Motives and barriers related to physical activity and sport across social backgrounds: Implications for health promotion. International Journal of Environmental Research and Public Health, 18, 5810.34071630 10.3390/ijerph18115810PMC8198157

[phy270140-bib-0058] Pinto, A. J. , Bergouignan, A. , Dempsey, P. C. , Roschel, H. , Owen, N. , Gualano, B. , & Dunstan, D. W. (2023). Physiology of sedentary behavior. Physiological Reviews, 103, 2561–2622.37326297 10.1152/physrev.00022.2022PMC10625842

[phy270140-bib-0059] Quintanilha, A. C. S. , Benfato, I. D. , Santos, R. L. O. , Antunes, H. K. M. , & de Oliveira, C. A. M. (2021). Effects of acute exercise on spontaneous physical activity in mice at different ages. BMC Sports Science, Medicine and Rehabilitation, 13, 78.10.1186/s13102-021-00311-2PMC831742234315514

[phy270140-bib-0060] Rector, R. S. , Thyfault, J. P. , Laye, M. J. , Morris, R. T. , Borengasser, S. J. , Uptergrove, G. M. , Chakravarthy, M. V. , Booth, F. W. , & Ibdah, J. A. (2008). Cessation of daily exercise dramatically alters precursors of hepatic steatosis in Otsuka long‐Evans Tokushima fatty (OLETF) rats. The Journal of Physiology, 586, 4241–4249.18617560 10.1113/jphysiol.2008.156745PMC2652173

[phy270140-bib-0061] Reidy, P. T. , Monnig, J. M. , Pickering, C. E. , Funai, K. , & Drummond, M. J. (1985). Preclinical rodent models of physical inactivity‐induced muscle insulin resistance: Challenges and solutions. Journal of Applied Physiology, 130(537–544), 2021.10.1152/japplphysiol.00954.2020PMC798879633356986

[phy270140-bib-0062] Reidy, P. T. , Yonemura, N. M. , Madsen, J. H. , McKenzie, A. I. , Mahmassani, Z. S. , Rondina, M. T. , Lin, Y. K. , Kaput, K. , & Drummond, M. J. (2019). An accumulation of muscle macrophages is accompanied by altered insulin sensitivity after reduced activity and recovery. Acta Physiologica (Oxford, England), 226, e13251.30632274 10.1111/apha.13251PMC9250031

[phy270140-bib-0063] Roemers, P. , Hulst, Y. , van Heijningen, S. , van Dijk, G. , van Heuvelen, M. J. G. , De Deyn, P. P. , & van der Zee, E. A. (2019). Inducing physical inactivity in mice: Preventing climbing and reducing cage size negatively affect physical fitness and body composition. Frontiers in Behavioral Neuroscience, 13, 221.31680890 10.3389/fnbeh.2019.00221PMC6797814

[phy270140-bib-0064] Rudwill, F. , O'Gorman, D. , Lefai, E. , Chery, I. , Zahariev, A. , Normand, S. , Pagano, A. F. , Chopard, A. , Damiot, A. , Laurens, C. , Hodson, L. , Canet‐Soulas, E. , Heer, M. , Meuthen, P. F. , Buehlmeier, J. , Baecker, N. , Meiller, L. , Gauquelin‐Koch, G. , Blanc, S. , … Bergouignan, A. (2018). Metabolic inflexibility is an early marker of bed‐rest‐induced glucose intolerance even when fat mass is stable. The Journal of Clinical Endocrinology and Metabolism, 103, 1910–1920.29546280 10.1210/jc.2017-02267PMC7263792

[phy270140-bib-0065] Rueda‐Robles, A. , Audano, M. , Alvarez‐Mercado, A. I. , & Rubio‐Tomas, T. (2021). Functions of SMYD proteins in biological processes: What do we know? An updated review. Archives of Biochemistry and Biophysics, 712, 109040.34555372 10.1016/j.abb.2021.109040

[phy270140-bib-0066] Ruegsegger, G. N. , Sevage, J. A. , Childs, T. E. , Grigsby, K. B. , & Booth, F. W. (2017). 5‐Aminoimidazole‐4‐carboxamide ribonucleotide prevents fat gain following the cessation of voluntary physical activity. Experimental Physiology, 102, 1474–1485.28786140 10.1113/EP086335

[phy270140-bib-0067] Sarto, F. , Bottinelli, R. , Franchi, M. V. , Porcelli, S. , Simunic, B. , Pisot, R. , & Narici, M. V. (2023). Pathophysiological mechanisms of reduced physical activity: Insights from the human step reduction model and animal analogues. Acta Physiologica (Oxford, England), 238, e13986.37178372 10.1111/apha.13986

[phy270140-bib-0068] Sergushichev, A. A. (2016). An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. bioRxiv. 10.1101/060012

[phy270140-bib-0069] Shimomura, M. , Horii, N. , Fujie, S. , Inoue, K. , Hasegawa, N. , Iemitsu, K. , Uchida, M. , & Iemitsu, M. (2021). Decreased muscle‐derived musclin by chronic resistance exercise is associated with improved insulin resistance in rats with type 2 diabetes. Physiological Reports, 9, e14823.33955191 10.14814/phy2.14823PMC8100388

[phy270140-bib-0070] Shmuel‐Galia, L. , Humphries, F. , Vierbuchen, T. , Jiang, Z. , Santos, N. , Johnson, J. , Shklyar, B. , Joannas, L. , Mustone, N. , Sherman, S. , Ward, D. , Houghton, J. , Baer, C. E. , O'Hara, A. , Henao‐Mejia, J. , Hoebe, K. , & Fitzgerald, K. A. (2023). The lncRNA HOXA11os regulates mitochondrial function in myeloid cells to maintain intestinal homeostasis. Cell Metabolism, 35, 1441.37494932 10.1016/j.cmet.2023.06.019

[phy270140-bib-0071] Shur, N. F. , Simpson, E. J. , Crossland, H. , Chivaka, P. K. , Constantin, D. , Cordon, S. M. , Constantin‐Teodosiu, D. , Stephens, F. B. , Lobo, D. N. , Szewczyk, N. , Narici, M. , Prats, C. , Macdonald, I. A. , & Greenhaff, P. L. (2022). Human adaptation to immobilization: Novel insights of impacts on glucose disposal and fuel utilization. Journal of Cachexia, Sarcopenia and Muscle, 13, 2999–3013.36058634 10.1002/jcsm.13075PMC9745545

[phy270140-bib-0072] Siripoksup, P. , Cao, G. , Cluntun, A. A. , Maschek, J. A. , Pearce, Q. , Lang, M. J. , Jeong, M. Y. , Eshima, H. , Ferrara, P. J. , Opurum, P. C. , Mahmassani, Z. S. , Peterlin, A. D. , Watanabe, S. , Walsh, M. A. , Taylor, E. B. , Cox, J. E. , Drummond, M. J. , Rutter, J. , & Funai, K. (2024). Sedentary behavior in mice induces metabolic inflexibility by suppressing skeletal muscle pyruvate metabolism. The Journal of Clinical Investigation, 134, e167371.38652544 10.1172/JCI167371PMC11142742

[phy270140-bib-0073] Slemenda, C. W. , Reister, T. K. , Hui, S. L. , Miller, J. Z. , Christian, J. C. , & Johnston, C. C., Jr. (1994). Influences on skeletal mineralization in children and adolescents: Evidence for varying effects of sexual maturation and physical activity. The Journal of Pediatrics, 125, 201–207.8040762 10.1016/s0022-3476(94)70193-8

[phy270140-bib-0074] Stephens, B. R. , Granados, K. , Zderic, T. W. , Hamilton, M. T. , & Braun, B. (2011). Effects of 1 day of inactivity on insulin action in healthy men and women: Interaction with energy intake. Metabolism, 60, 941–949.21067784 10.1016/j.metabol.2010.08.014

[phy270140-bib-0075] Strain, T. , Flaxman, S. , Guthold, R. , Semenova, E. , Cowan, M. , Riley, L. M. , Bull, F. C. , Stevens, G. A. , & Country Data Author G . (2024). National, regional, and global trends in insufficient physical activity among adults from 2000 to 2022: A pooled analysis of 507 population‐based surveys with 5.7 million participants. The Lancet Global Health, 12, e1232–e1243.38942042 10.1016/S2214-109X(24)00150-5PMC11254784

[phy270140-bib-0076] Subbotina, E. , Sierra, A. , Zhu, Z. , Gao, Z. , Koganti, S. R. , Reyes, S. , Stepniak, E. , Walsh, S. A. , Acevedo, M. R. , Perez‐Terzic, C. M. , Hodgson‐Zingman, D. M. , & Zingman, L. V. (2015). Musclin is an activity‐stimulated myokine that enhances physical endurance. Proceedings of the National Academy of Sciences of the United States of America, 112, 16042–16047.26668395 10.1073/pnas.1514250112PMC4702977

[phy270140-bib-0077] Subramanian, A. , Tamayo, P. , Mootha, V. K. , Mukherjee, S. , Ebert, B. L. , Gillette, M. A. , Paulovich, A. , Pomeroy, S. L. , Golub, T. R. , Lander, E. S. , & Mesirov, J. P. (2005). Gene set enrichment analysis: A knowledge‐based approach for interpreting genome‐wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America, 102, 15545–15550.16199517 10.1073/pnas.0506580102PMC1239896

[phy270140-bib-0078] Teich, T. , Dunford, E. C. , Porras, D. P. , Pivovarov, J. A. , Beaudry, J. L. , Hunt, H. , Belanoff, J. K. , & Riddell, M. C. (2016). Glucocorticoid antagonism limits adiposity rebound and glucose intolerance in young male rats following the cessation of daily exercise and caloric restriction. American Journal of Physiology. Endocrinology and Metabolism, 311, E56–E68.27143556 10.1152/ajpendo.00490.2015PMC4967147

[phy270140-bib-0015] The Galaxy Community . (2024). The galaxy platform for accessible, reproducible, and collaborative data analyses: 2024 update. Nucleic Acids Research, 52, W83–W94.38769056 10.1093/nar/gkae410PMC11223835

[phy270140-bib-0079] Thyfault, J. P. , & Krogh‐Madsen, R. (1985). Metabolic disruptions induced by reduced ambulatory activity in free‐living humans. Journal of Applied Physiology, 111, 1218–1224.10.1152/japplphysiol.00478.201121636564

[phy270140-bib-0080] Trim, W. V. , Walhin, J. P. , Koumanov, F. , Turner, J. E. , Shur, N. F. , Simpson, E. J. , Macdonald, I. A. , Greenhaff, P. L. , & Thompson, D. (2023). The impact of physical inactivity on glucose homeostasis when diet is adjusted to maintain energy balance in healthy, young males. Clinical Nutrition, 42, 532–540.36857962 10.1016/j.clnu.2023.02.006

[phy270140-bib-0081] Tsai, A. C. , Bach, J. , & Borer, K. T. (1981). Somatic, endocrine, and serum lipid changes during detraining in adult hamsters. The American Journal of Clinical Nutrition, 34, 373–376.7010986 10.1093/ajcn/34.3.373

[phy270140-bib-0082] Wang, Q. , Cao, D. H. , Jin, C. L. , Lin, C. K. , Ma, H. W. , & Wu, Y. Y. (2011). A method of utrophin up‐regulation through RNAi‐mediated knockdown of the transcription factor EN1. The Journal of International Medical Research, 39, 161–171.21672318 10.1177/147323001103900117

[phy270140-bib-0083] Wang, Y. , Jin, G. , Guo, Y. , Cao, Y. , Niu, S. , Fan, X. , & Zhang, J. (2021). SMYD2 suppresses p53 activity to promote glucose metabolism in cervical cancer. Experimental Cell Research, 404, 112649.34015314 10.1016/j.yexcr.2021.112649

[phy270140-bib-0084] Wang, Z. , Zhu, S. , Jia, Y. , Wang, Y. , Kubota, N. , Fujiwara, N. , Gordillo, R. , Lewis, C. , Zhu, M. , Sharma, T. , Li, L. , Zeng, Q. , Lin, Y. H. , Hsieh, M. H. , Gopal, P. , Wang, T. , Hoare, M. , Campbell, P. , Hoshida, Y. , & Zhu, H. (2023). Positive selection of somatically mutated clones identifies adaptive pathways in metabolic liver disease. Cell, 186, 1968.37040760 10.1016/j.cell.2023.03.014PMC10321862

[phy270140-bib-0085] Watts, A. J. , & Storey, K. B. (2019). Hibernation impacts lysine methylation dynamics in the 13‐lined ground squirrel, Ictidomys tridecemlineatus. Journal of Experimental Zoology Part A, Ecological and Integrative Physiology, 331, 234–244.30767414 10.1002/jez.2259

[phy270140-bib-0086] Wickham, H. , Averick, M. , Bryan, J. , Chang, W. , D'Agostino McGowan, L. , François, R. , Grolemund, G. , Hayes, A. , Henry, L. , Hester, J. , Kuhn, M. , Lin Pedersen, T. , Miller, E. , Milton Bache, S. , Müller, K. , Ooms, J. , Robinson, D. , Seidel, D. P. , Spinu, V. , … Yutani, H. (2019). Welcome to the Tidyverse. Journal of Open Source Software, 4, 1686.

[phy270140-bib-0087] Wijndaele, K. , Orrow, G. , Ekelund, U. , Sharp, S. J. , Brage, S. , Griffin, S. J. , & Simmons, R. K. (2014). Increasing objectively measured sedentary time increases clustered cardiometabolic risk: A 6 year analysis of the ProActive study. Diabetologia, 57, 305–312.24194101 10.1007/s00125-013-3102-yPMC3889989

[phy270140-bib-0088] World Health Organization . (2020). WHO guidelines on physical activity and sedentary behaviour. World Health Organization.

[phy270140-bib-0089] Yue, F. , Cheng, Y. , Breschi, A. , Vierstra, J. , Wu, W. , Ryba, T. , Sandstrom, R. , Ma, Z. , Davis, C. , Pope, B. D. , Shen, Y. , Pervouchine, D. D. , Djebali, S. , Thurman, R. E. , Kaul, R. , Rynes, E. , Kirilusha, A. , Marinov, G. K. , Williams, B. A. , … Mouse, E. C. (2014). A comparative encyclopedia of DNA elements in the mouse genome. Nature, 515, 355–364.25409824 10.1038/nature13992PMC4266106

[phy270140-bib-0090] Zhang, C. , Weng, Y. , Shi, F. , & Jin, W. (2016). The Engrailed‐1 gene stimulates Brown Adipogenesis. Stem Cells International, 2016, 7369491.27148369 10.1155/2016/7369491PMC4842372

[phy270140-bib-0091] Zhang, M. , Du, S. , Ou, H. , Cui, R. , Jiang, N. , Lin, Y. , Ge, R. , Ma, D. , & Zhang, J. (2021). Ablation of Zfhx4 results in early postnatal lethality by disrupting the respiratory center in mice. Journal of Molecular Cell Biology, 13, 210–224.33475140 10.1093/jmcb/mjaa081PMC8260053

[phy270140-bib-0092] Zou, P. , Chen, C. , & Wu, X. (2024). Identification of fatty acid oxidation‐related subtypes by integrated analysis of bulk‐ and single‐cell transcriptome profiling in colorectal cancer. J Gastrointest Oncol, 15, 147–163.38482228 10.21037/jgo-23-833PMC10932680

How the deposited data were processed for this re-analysis (not part of the article)

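RNA from the medial belly of the gastrocnemius of 21 female mice, 7 per group, was sequenced by the authors after poly(A) selection. The authors trimmed the reads with fastp, aligned them to GRCm39 with RNA STAR and counted them per gene with featureCounts. The deposited values are counts, without normalization, and the authors deposited them in 2 tables whose 857913 values were the same, although 1 of the tables is named for normalized counts. The paper's text does not name the gene annotation, the use of the strand in counting or the treatment of reads that match several genes. The replicates were not pooled, and each deposited column is 1 mouse.

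The depth was between 38482455 and 59785132 counts per library. Differences in depth enter the tests through normalization factors, and their effect was checked by thinning every library at random to 38482455 counts. Duplicated libraries were looked for by comparing the counts of the 63 pairs of libraries within groups. Pairs of libraries from different groups were not compared in this way. Mislabelled sex was looked for with the counts of Xist and of genes on the Y chromosome. The counts of the Y chromosome genes were 0 in every library.

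Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood F test in 1 model of the 3 groups, without covariates, after edgeR's filter on low counts with the group as the factor. The Benjamini-Hochberg adjustment was made within each of the 3 comparisons over the 16129 genes tested. The thresholds were an adjusted p-value under 0.05 and a log2 fold change over 0.25 in either direction. The paper used DESeq2, and DESeq2 1.42.0 was run as an alternative, with its Wald test. Transcripts shared by 2 comparisons were those past the thresholds in both and not in the remaining one, as in Figure 3d. Means and exact permutation tests used raw counts divided by DESeq2's size factors over the 21 libraries, and the permutation tests went through all 3432 divisions of 14 mice into 7 and 7. The standard errors of log2 fold changes were computed from the log2 fold change and the F statistic.

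The transcripts named by rule are the 24 of Figures 3e to 3g and, for each comparison, the 3 with the largest change and the 3 with the smallest p-value among those past the thresholds. This rule added Kcnj11. Outside the rule, genes of marker lists are named where a list is reported. Transcripts shared by 2 comparisons, overlapping genes and near-identical copies are also named where they are reported. Positions and exons were taken from GENCODE M39, and near-identical copies of the canonical transcripts were searched for with BLAST 2.17.0+, at 95% identity or more over at least 100 bases.

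Gene sets were tested with fgsea 1.28.0 on the mouse Reactome sets that the package holds, with 15 to 500 genes per set and an adjusted p-value under 0.25. The Gene Ontology sets of the paper were not available. Scores of marker lists are means of log2 CPM with a prior count of 2, here with counts scaled to the library total after TMM normalization. They were compared by two-sided exact permutation tests with Benjamini-Hochberg adjustment over 45 tests. The liver list and the interferon list were written after the data were seen. The libraries were divided by the liver list into 8 and 13.

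The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, a filter of at least 10 counts in every library, a model of only the 2 groups compared, a block for the replicate number, an expression change of at least 20% as in the legend of Figure 3, no threshold on the fold change, and each mouse left out in turn. For gene sets they were the DESeq2 Wald statistic or the log2 fold change as the ranking, 10 to 1000 genes per set, an adjusted p-value under 0.05, the replicate block, and camera of limma 3.58.1. Alternatives added after the data were seen were DESeq2 on only the 2 groups compared, that fit with the threshold of 20%, with the liver division or with the replicate block, and the liver division as a covariate in edgeR.

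The tests were tried on simulated data with 200 changed genes of 16129 in each of 5 rounds. Of the calls made by edgeR, 4.73% were false and 60.4% of the changed genes were found. For DESeq2 the values were 9.75% and 64.8%, and for DESeq2 on only the 2 groups they were 11.5% and 64.8%. Genes were simulated independently, with changes in the Active group only. Their spread was estimated with the liver division in the model, and the simulated counts held no such division. These rates need not hold for the real libraries. In another simulation, with an independent value for each gene, fgsea found all 10 sets of 10 that were shifted by a full standard deviation. It gives no rate of false sets and does not cover genes that vary together. Other scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. No library was left out.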

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

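The tests of the mouse order and of the training group behind the liver transcripts were chosen after these results were seen.

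Transcripts of liver genes, which the paper does not discuss, were present in 8 libraries at a median of 784 CPM of Alb. The 8 libraries came from mice with neighbouring labels, and a choice of 8 of the 21 labels falls on neighbours with a share of 6.88e-05. A candidate explanation is liver RNA carried over while these mice were dissected or their libraries were made. Whatever the group, the 8 mice with the lowest labels held more liver transcripts and the other 13 fewer. Training alone did not give this division, since the highest value of Alb, 1155 CPM, was that of an Inactive mouse, and 2 Active mice held 93.8 and 118 CPM. The groups were nevertheless unevenly divided by it (Fisher's exact test, two-sided, p = 0.140). The mouse order and the group overlap in this design, since 5 of the 8 libraries are Active, and the paper's text names no batch. Inactive replicate 1 was the only Inactive library among the 8, and its liver score, the mean log2 CPM of the liver list, was 5.8791, far above the other Inactive mice. The same mouse had the highest Inactive value of Elovl6, 146 normalized counts, and of Ak4, 1192 normalized counts. A link of these 2 values with the liver transcripts was not tested in a single mouse.

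Other mice also stood far from the rest of their group. These were Hoxa11os in Active replicate 3 with 142 normalized counts, Ostn in Inactive replicate 5 with 3929 and in Active replicate 6 with 2433 (the lowest of its group), Ak4 in Activity Reduction replicate 7 with 846, Ctxn3 in Inactive replicate 7 with 1967 and Dglucy in Inactive replicate 4 with 1436. Among the scores of marker lists, in mean log2 CPM, they were macrophages in Inactive replicate 2 with 0.591, collagen and fibroblasts in Inactive replicate 5 with 3.56 (the lowest), slow muscle fibers in Active replicate 3 with 5.01 (the lowest) and Schwann cells and nerve in Inactive replicate 7 with 2.55. Active replicate 3 and Inactive replicates 5 and 7 each stand out in a transcript and in a score. In all, 13 of 126 groups held such a mouse, and 6.3 would by chance. Neither a technical nor a biological explanation was tested for these single mice. The paper gives a range for the fast and for the recovery before tissue collection, and estrous stage was determined. Mice of a group could thus differ in these, and the sample labels do not give them.

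Kcnj11, on chromosome 7 from 45743377 to 45750188, is not named in the paper. It was higher in the Activity Reduction group than in the Inactive group by a log2 fold change of 0.26 (standard error 0.0429), and each of the 7 mice lay above all 7 Inactive mice. With each of the 14 mice of these 2 groups left out in turn, its log2 fold change stayed between 0.23 and 0.27, while its adjusted p-value ranged from 0.0328 to 0.14 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in 1 of the 14 fits. Adjusted p-values over the other alternatives ranged from 2.33e-05 to 0.114. DESeq2's Wald test with Benjamini-Hochberg adjustment gave 0.000122 on the 3 groups, and the added fits on the 2 groups gave 0.000402 without and 0.000963 with the liver division as a covariate. Of the 64 divisions of these mice that part the same-numbered ones, only the real 1 gave as many as 2 transcripts by edgeR. After every library was thinned to 38482455 counts, edgeR called 0 transcripts in this comparison (1220 at an unadjusted p-value under 0.05), so the call of Kcnj11 did not stay at equal depth. Whether the loss came from the difference in depth or from the counts removed was not tested. Cell composition was not tested for Kcnj11 either. The lists of slow and fast muscle fibers differed between these 2 groups at an unadjusted p-value under 0.05 (two-sided exact permutation tests, both adjusted 0.138). A difference with training and its loss may lie behind Kcnj11, but it cannot be told apart from these explanations.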

How the results depend on the processing

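The main tests, thresholds and all alternatives not named as added were set before the data were examined. The tests and alternatives that use the liver division or DESeq2 on only the 2 groups compared were added after seeing the data. Counts are given in the order Active against Inactive, Activity Reduction against Inactive and Activity Reduction against Active, and shared counts in the order both Activity Reduction comparisons, both comparisons with the Inactive group and both with the Active group. The main counts were 0, 2 and 0, with 1754, 1247 and 2149 transcripts at an unadjusted p-value under 0.05, and no transcript was shared.

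DESeq2 in place of edgeR gave 57, 23 and 117 transcripts, and 7 and 14 shared for both Activity Reduction comparisons and both comparisons with the Active group. DESeq2 size factors in edgeR gave 0 transcripts for Activity Reduction against Inactive, with 1235 at an unadjusted p-value under 0.05, and 1 for Activity Reduction against Active. With at least 10 counts in every library there were 5 for Activity Reduction against Active. A fit of only the 2 groups compared gave 3 for Active against Inactive and 0 for Activity Reduction against Inactive, with 1122 at an unadjusted p-value under 0.05. The threshold of 20% left 1 transcript for Activity Reduction against Inactive, as did the liver division as a covariate in edgeR. Added fits with DESeq2 on the 2 groups gave 75, 44 and 132, with 7, 2 and 19 shared. With the threshold of 20% on the log2 scale they gave 72, 40 and 130, with 7, 1 and 19 shared, and with the threshold of 20% they gave 64, 40 and 122, with 7, 1 and 16 shared. With the liver division as a covariate they gave 41, 35 and 83, with 6, 1 and 2 shared. The cause was not tested for any of these changes. On simulated data, a larger share of calls was false with DESeq2 than with edgeR, 9.75% against 4.73%. Those data held no liver division, so the rates need not hold for the real libraries. Over the 21 fits that each left out 1 mouse, the counts ranged from 0 to 1, 0 to 6 and 0 to 9, and the shared counts from 0 to 3, 0 to 0 and 0 to 0.

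A block for the replicate number gave 4 transcripts for Activity Reduction against Inactive in edgeR, and in DESeq2 on the 2 groups it gave 199, 52 and 170, with 12, 6 and 28 shared. The mean correlation was 0.044 between same-numbered and -0.00811 between differently numbered mice. Between same-numbered mice it was 0.0381, 0.105 and -0.00940 in the 3 comparisons, and -0.0186 for Activity Reduction against Inactive after the liver division was removed. The paper's text does not pair the mice.

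For Reactome sets, ranking genes by log2 fold change gave 187, 20 and 200 sets in place of 417, 187 and 385, and an adjusted p-value under 0.05 left 117 for Activity Reduction against Inactive. The cause was not tested. The other gene set alternatives gave counts within 1.5 times the main ones. The marker lists had 0 of 45 differences past an adjusted p-value of 0.05 in the main setting, with DESeq2's size factors, with the median over the list and within the liver division, with between 8 and 12 at an unadjusted p-value under 0.05. With the replicate block the smallest possible p-value was 0.0156, so that setting shows no stability.

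Of the 49 log2 fold changes of single transcripts, none changed direction in the 490 other fits or in the 686 fits with a mouse left out. In the former, 338 stayed on the same side of the threshold, 146 came to pass it and 6 no longer passed it. In the latter these numbers were 647, 14 and 25. Smyd2 in Activity Reduction against Inactive had adjusted p-values from 0.0206 to 0.14 in the 14 fits that left out a mouse of its groups and passed in 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After thinning to 38482455 counts, edgeR called 0, 0 and 2 transcripts (1664, 1220 and 2051 at an unadjusted p-value under 0.05), so the 2 calls of Activity Reduction against Inactive did not stay. The added DESeq2 fits shared 61 of 75, 34 of 44 and 112 of 132 transcripts with the full counts, so the difference in depth between groups did not account for most of the DESeq2 calls.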

Differences from the paper's values

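For Active against Inactive, 0 transcripts were differentially expressed (1754 at an unadjusted p-value under 0.05) against the paper's 71. The paper's increased and decreased transcripts were about 53 and about 18 in Figure 3a, read by eye, against 0 and 0. For Activity Reduction against Inactive there were 2 against the paper's 40, with 2 increased against about 23 and 0 decreased against about 17 in Figure 3b, read by eye. For Activity Reduction against Active there were 0 (2149 at an unadjusted p-value under 0.05) against the paper's 124, and 0 increased against about 23 in Figure 3c, read by eye. The shared transcripts were 0 against about 7 for both Activity Reduction comparisons, 0 against about 1 for both comparisons with the Inactive group and 0 against about 16 for both comparisons with the Active group in Figure 3d, read by eye.

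Of the 29 alternatives set before the data were examined, DESeq2 in place of edgeR came within 1.5 times the paper's values for Active against Inactive, with 57 transcripts, 40 increased and 17 decreased, for Activity Reduction against Active, with 117 and 27 increased, and for the shared transcripts, with 7 and 14. The other 28 did not for any of these, and none of the 29 did for Activity Reduction against Inactive, where DESeq2 gave 23, or for the transcripts shared by both comparisons with the Inactive group. DESeq2 on the 2 groups compared, chosen after seeing the values, gave 75 (54 increased, 21 decreased), 44 (26 and 18) and 132 (28 increased), with 7, 2 and 19 shared. With the threshold of 20% on the log2 scale it gave 72, 40 and 130, with 7, 1 and 19 shared, and with the threshold of 20% it gave 64, 40 and 122, with 7, 1 and 16 shared, both also chosen after seeing the values. With the liver division as a covariate it gave 35 (21 increased, 14 decreased) for Activity Reduction against Inactive and 83 for Activity Reduction against Active, with 6 and 1 shared for the first 2 overlaps, and with the replicate block it gave 52 (29 increased, 23 decreased) for Activity Reduction against Inactive, 170 for Activity Reduction against Active and 23 decreased for Active against Inactive, and both settings were chosen after seeing the values. Neither reached the paper's other values. The former gave 41 (12 increased, 29 decreased) for Active against Inactive and 2 shared by both comparisons with the Active group, and the latter gave 199 (176 increased) for Active against Inactive and 12, 6 and 28 shared.

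Of the transcripts the paper lists, edgeR called 0 of 17 for Active against Inactive, 1 of 8 for Activity Reduction against Inactive and 0 of 23 for Activity Reduction against Active. DESeq2 in place of edgeR called 12, 5 and 22, and DESeq2 on the 2 groups compared, chosen after seeing the values, called all 17, 8 and 23. That fit called 1, 7 and 11 with the liver division as a covariate and 11, 6 and 21 with the replicate block, both also chosen after seeing the values. In edgeR, a fit of only the 2 groups compared called 1 for Active against Inactive, no filter on low counts called 2 for Activity Reduction against Inactive, and DESeq2's size factors called 1 and at least 10 counts in every library called 3 for Activity Reduction against Active. With a mouse left out, edgeR called up to 3 for Activity Reduction against Inactive and up to 5 for Activity Reduction against Active. Means of normalized counts were compared for 17 bars of Figures 3e to 3g, and none differed by more than 1.5 times.

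The paper states that all gene sets positively enriched in the Active group were negatively enriched after activity reduction. In Reactome this held for 114 of 180 sets. The paper lists vesicle-mediated transport among the sets negatively enriched after activity reduction, and the Reactome set of that name had a normalized enrichment score of 1.24. The paper reports no enrichment for Activity Reduction against Inactive, where 187 Reactome sets passed. These are other gene sets than the paper's.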

Other observations

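The tests that use the share of the fold change, the position along the limb and the liver division for the macrophage, collagen and interferon lists were chosen only after their results were seen.

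Other divisions of the 14 mice of a comparison, which part the same-numbered mice as the real groups do, were tested for each comparison, 64 in all with the real one included. They differ from the real groups in mixing mice of both. For Active against Inactive, 64 gave as many edgeR calls as the real 0 (1754 at an unadjusted p-value under 0.05), 1 gave as many transcripts at an unadjusted p-value under 0.05, 1 gave as many DESeq2 calls on the 2 groups and 3 gave as many Reactome sets. For Activity Reduction against Inactive the numbers were 1, 2, 1 and 8, and for Activity Reduction against Active they were 64 (2149 at an unadjusted p-value under 0.05), 1, 1 and 2. In the same order of comparisons, the divisions other than the real one gave a median of 171, 124 and 218 Reactome sets, against 417, 187 and 385. The total number of Reactome sets of Activity Reduction against Inactive, with 8 of 64, was thus not told apart from that of other divisions of the mice. This total takes positive and negative sets together, and neither direction was tested alone. The number of transcripts at an unadjusted p-value under 0.05 rose with the difference in libraries with more liver transcripts between the parts, with a Spearman correlation over divisions of 0.525 for Active against Inactive and 0.465 for Activity Reduction against Active. Divisions are not independent samples. Of 30 groupings within replicate numbers, the real one included, 30 gave as many edgeR transcripts as the real 0 in each of the 3 overlaps. With DESeq2 on the 2 groups, 2 gave as many shared by both Activity Reduction comparisons, 1 as many shared by both comparisons with the Inactive group and 1 as many shared by both comparisons with the Active group.

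The liver division might account for the transcripts of Active against Inactive, since 5 of 7 Active and 1 of 7 Inactive libraries held more liver transcripts. With it as a covariate, 1 of the paper's 17 transcripts kept its DESeq2 call, but 10 of 50 covariates that divide the mice in the same numbers, the liver division included, left as few. The median share of the log2 fold change left was 0.7794, and 2 of the 50 left as little. The loss of calls was thus not particular to the liver division, and the fall in the fold change cannot be told apart from the effect of liver RNA. Thinning every library to the same depth left 61 of 75 DESeq2 calls for Active against Inactive and 112 of 132 for Activity Reduction against Active, so the difference in depth did not explain most of them.

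The opposite changes of Active against Inactive and Activity Reduction against Active may come in part from the Active mice that both share. With separate Active mice the mean correlation across genes went from -0.739 to -0.322, and with the liver division removed as well it was -0.178. Labels permuted within the liver division gave a median of -0.32. The reversal of expression across genes cannot be told apart from these explanations. Genes are not independent replicates.

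Higher En1 and Hoxa11os in the Activity Reduction group might come from the position of the sampled tissue along the limb. The list of limb position genes was higher in that group than in the Inactive group by 0.126 (log2, two-sided exact permutation test, p = 0.00932), but without Hoxa11 and Hoxa13 the difference was -0.0069 (p = 0.858), with 5 genes higher and 8 lower. The list holds genes of both ends of the limb, which can cancel, so this explanation was not settled. In the 7 Activity Reduction mice, Hoxa11os was related to Hoxa11 with a Pearson correlation of 0.894 and a Spearman correlation of 0.75 (exact permutation p = 0.0153 and 0.0663, adjusted over 16 relations 0.0523 and 0.136), and to En1 with 0.798 and 0.857 (exact permutation p = 0.02 and 0.0238, adjusted 0.0523 and 0.136). Without the 2 mice farthest from the median, the Pearson correlations were 0.177 and 0.452, so the size of the Pearson correlation with Hoxa11 in this group rests on those mice. For Hoxa13 it went from 0.799 to 0.526. Leaving out the most extreme mice can lower a correlation by itself, and none of these relations was settled. Exons of Hoxa11os share 26.6% of their length with Hoxa11 on the opposite strand. The paper's text does not name the use of the strand, so the relation with Hoxa11 may also come from counting. In the 14 Inactive and Active mice, the Pearson and Spearman correlations of Hoxa11os were 0.621 and 0.367 with Hoxa11 (permutation p = 0.0225 and 0.198, adjusted 0.0523 and 0.267) and 0.562 and 0.596 with En1 (permutation p = 0.0388 and 0.0272, adjusted 0.0620 and 0.136). Without the 2 mice farthest from the median, the Pearson correlations there were 0.391 and 0.336. Of the 16 relations, that of Hoxa11os with Ak4 in the 7 Activity Reduction mice had the smallest p-value for the Pearson correlation, -0.820 (exact permutation p = 0.00556, adjusted 0.0523). In the 14 Inactive and Active mice it was -0.617 (permutation p = 0.0229, adjusted 0.0523). Without the 2 mice, these correlations with Ak4 were -0.546 and -0.562.

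None of the 45 differences of marker lists passed an adjusted p-value of 0.05, and 12 had an unadjusted p-value under 0.05. The macrophage list was lower in the Activity Reduction group than in the Active group by a mean log2 difference of -0.579 (24 of 25 genes lower, two-sided exact permutation test, p = 0.00583, adjusted 0.0721), and within the liver division by -0.635. The collagen and fibroblast list differed by -0.363 (22 of 22 genes lower, exact p = 0.00117, adjusted 0.0524), and within the liver division by -0.327. The interferon list, written after the data were seen, was higher in the Active group than in the Inactive group by 0.347 (22 of 26 genes higher, exact p = 0.00524), and within the liver division by 0.338. In the 13 libraries with fewer liver transcripts, which held 2 Active mice, these differences were -0.504, -0.191 and 0.257 (two-sided exact permutation tests, p = 0.190, 0.0476 and 0.179). The smallest p-values possible there were 0.0476 for 5 mice against 2 and 0.0357 for 2 against 6, so these tests could hardly decide. With labels permuted within the liver division over all libraries, the p-values were 0.00454, 0.00454 and 0.0298 (adjusted 0.0680 for the first 2). Liver RNA did not account for the whole of the 3 differences. A change in the cell composition of the muscle with training remains a hypothesis, consistent with the values of -0.635 and -0.327, which other technical sources of cells were not tested against. The list of de novo lipogenesis was higher in the Active group by 0.336 (15 of 17 genes higher, exact p = 0.0408) and by 0.123 within the liver division (permutation p = 0.411). In the Activity Reduction group against the Inactive group, the slow muscle fiber list differed by -0.429 (13 of 15 genes lower, exact p = 0.0245, adjusted 0.138). Within the liver division it differed by -0.383 (permutation p = 0.0115, adjusted 0.114). The fast muscle fiber list differed by 0.0975 (12 of 14 genes higher, exact p = 0.0216, adjusted 0.138), and within the liver division by 0.106 (permutation p = 0.0130, adjusted 0.114).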
